# Target identification of hepatic fibrosis using Pien Tze Huang based on mRNA and lncRNA

**DOI:** 10.1038/s41598-021-96459-5

**Published:** 2021-08-20

**Authors:** Jinhang Zhu, Di Zhang, Ting Wang, Zhiliang Chen, Luan Chen, Hao Wu, Cong Huai, Jing Sun, Na Zhang, Muyun Wei, Fei Hong, Shengying Qin

**Keywords:** Genetics, Drug therapy, Liver diseases

## Abstract

Hepatic fibrosis is a spontaneous wound-healing response triggered by chronic liver injury. Pien Tze Huang (PZH), a traditional Chinese herbal medicine, has been widely used to treat various hepatic diseases in Asia. We used a CCl_4_-induced mouse model to establish a PZH group of hepatic fibrosis mice treated with PZH and a control group of hepatic fibrosis mice without any treatment. We performed RNA-seq and mass spectrometry sequencing to investigate the mechanism of the PZH response in hepatic fibrosis and identified multiple differentially expressed transcripts (DETs) and proteins (DEPs) that may be drug targets of PZH. Liver functional indices, including serum albumin (ALB), alanine aminotransferase (ALT) and aspartate aminotransferase (AST), were significantly decreased in the PZH treatment group (*P* < 0.05) in the eighth week. Hematoxylin–eosin (HE), Masson and Sirius red staining demonstrated that PZH significantly inhibited infiltration of inflammatory cells and collagen deposition. A total of 928 transcripts and 138 proteins were differentially expressed in PZH-treated mice compared to the control group. Gene Ontology (GO) enrichment analysis suggested that PZH may alleviate liver injury and fibrosis by enhancing the immune process. Taken together, our results revealed that multiple DETs and DEPs may serve as drug targets of PZH in hepatic fibrosis patient in future clinical practice.

## Introduction

Hepatic fibrosis is a spontaneous wound-healing response to multiple harmful stimuli, including long-term alcohol abuse, exposure to hepatotoxin, autoimmune response, and viral infection, and it has attracted increasing attention from clinicians and scientists^1–3^. Hepatic fibrosis will progress to liver cirrhosis and even hepatic carcinoma in the absence of an effective or timely treatment^4,5^. Animal models that simulate the causes of hepatic fibrosis have improved the understanding of liver injury, and CCl_4_-induced hepatic fibrosis is widely used in mouse models to study hepatotoxic mechanisms^6,7^.

Currently, treatments for hepatic fibrosis mainly include eliminating the primary causes and suppressing inflammation. However, clinical treatment for hepatic fibrosis lacks appropriate methods^8,9^. Pien Tze Huang (PZH), a well-known herbal traditional Chinese medicine, is widely used in Asia for various liver diseases, including hepatic fibrosis, cirrhosis, hepatocellular carcinoma, and liver failure^10,11^. Anti-inflammation is an important therapeutic function of PZH drugs^12^. PZH has been widely utilized as a therapy for liver diseases for over 600 years, and it primarily contains musk, gallstone of the ox, San qi and snake’s gall^13^. However, the underlying mechanism of how PZH regulates gene expression in hepatic fibrosis and the related biomarkers remains unclear.

Several studies in vitro and in animal models have demonstrated that PZH could alleviate various liver diseases. For example, Jinyan Zhao et al. found that PZH ameliorates CCl_4_-induced liver injury, oxidative stress and inflammation in rats^12^; Yang Yang et al. found that PZH could ameliorate liver injury by inhibiting the PERK/eIF2α signaling pathway in alcohol and high-fat diet rats^13^; and Haiyin Zheng et al. found that PZH ameliorates hepatic fibrosis by suppressing the NF-κB pathway using real-time PCR experiment methods based on rat and cell lines^14^. However, PCR and other traditional experimental methods cannot be used to identify treatment biomarkers of hepatic fibrosis at the whole-transcriptome level. Therefore, high-throughput whole transcriptome sequencing (RNA-seq) is urgently needed for more biomarker identification.

RNA-seq has become a reliable option to explore drug effects based on transcriptome changes. The technology has been widely used to identify specific pharmacological effects^15,16^. Messenger RNAs (mRNAs), which are transcribed by corresponding protein-coding genes, influence the different kinds of drug-metabolizing enzymes and the translation efficiency of genes^17^. Long noncoding RNAs (lncRNAs) are regarded as regulators that participate in disease development and biological functions^18,19^. Analysis of mRNA and lncRNA expression is now an important method to identify or explore their regulatory roles in the mechanisms of various diseases^20–22^.

Here, we performed a case–control study using a CCl_4_-induced hepatic fibrosis mouse model to explore the drug targets and pathways of PZH. After transcriptome sequencing and mass spectrometry sequencing data analysis, 928 DETs and 138 DEPs were identified. Through functional annotation enrichment analysis, immune system biological process was significantly enriched based on both DETs of RNA-seq and DEPs of mass spectrometry sequencing. These results revealed that PZH alleviated hepatic injury and fibrosis by improving the immune system biological processes. Our study provides potential transcriptional therapeutic targets for the clinical application of hepatic fibrosis.

## Results

### Liver functional indices were significantly decreased in the PZH group compared to the control group

The liver function indices of 3 mice on the second, fourth and sixth weeks are shown in Supplementary Table 1. Their *P* values were not significantly changed between the PZH and control groups (*P* > 0.05). Differing from the ones measured in the second, fourth and sixth week, the liver function indexes of 6 mice of the eighth week were significantly increased in control groups (ALB: *P* = 9.76 × 10^–3^, ALT: *P* = 4.43 × 10^–5^, AST: *P* = 2.45 × 10^–5^, Fig. 1, Supplementary Table 2). These results means that the level of CCl_4_-induced liver injury in the control group was significantly higher than that in the PZH group at the eighth week.

**Figure 1:**
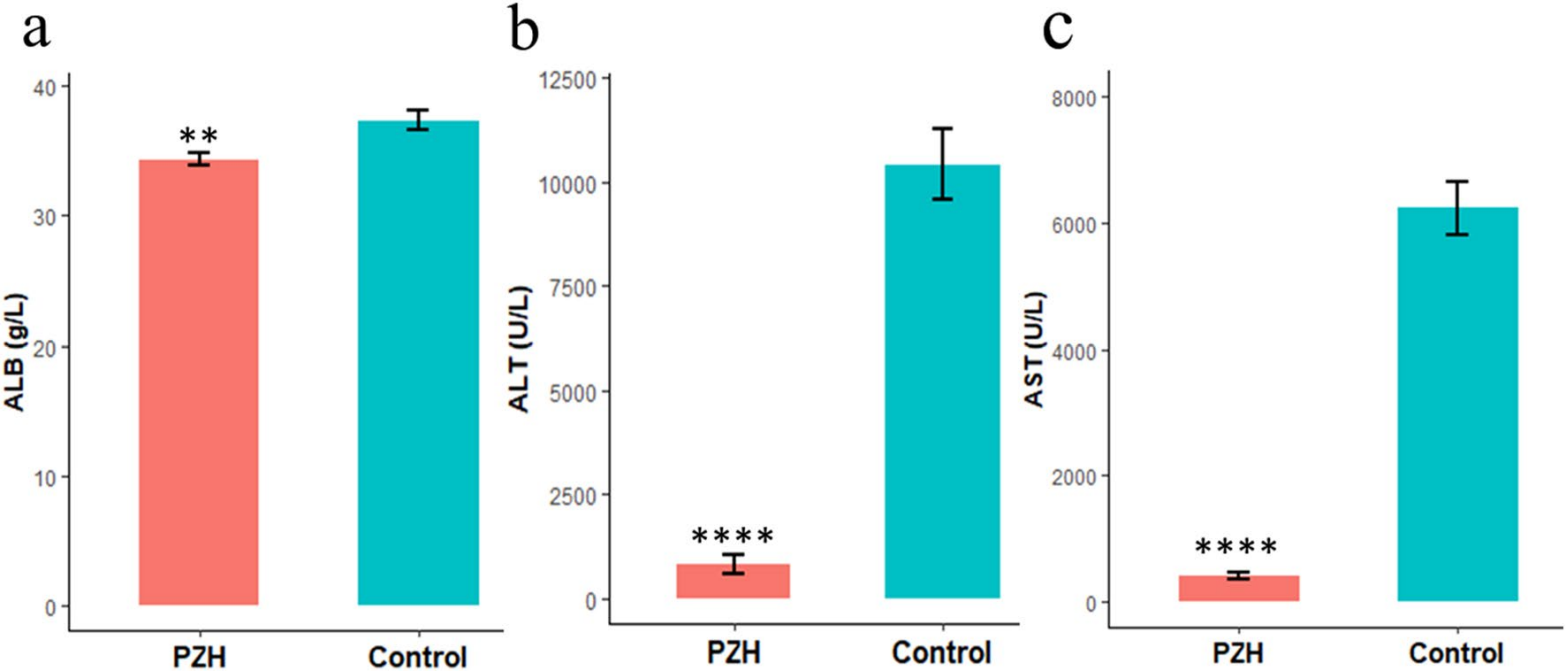
Liver function serum biochemical indices at the time point of eighth week. (**a**) Serum ALB indices of the PZH and control groups. (**b**) Serum ALT indices of the PZH and control groups. (**c**) Serum AST indices of the PZH and control groups. Mean ± SE. **P < 0.01, ****P < 1.0 × 10^–4^*.* n = 6.

### Comparing HE, Masson and Sirius red staining results of the PZH and control groups

HE and Masson staining results of the PZH and control groups at the second, fourth, sixth and eighth weeks are shown in the Supplementary Information (HE: Supplementary Figs. 1–4; Masson: Supplementary Figs. 5–8, N = 3). These results demonstrated that PZH treatment gradually alleviated the progression of hepatic fibrosis compared to the process observed in the control group. Based on HE staining results from 3 mice of the eighth week after treatment, granules with less blue color appeared around the central veins of the liver in the hepatic fibrosis mice of the PZH group than those of the control group. This result demonstrated that infiltrating inflammatory cells were less abundant in the liver tissue of the PZH group compared with the control group (Supplementary Fig. 4). The Masson staining results demonstrated that the hepatic tissue of 3 mice in the PZH group appeared to have fewer blue zones around the central veins of the liver compared to those in the control group (Supplementary Fig. 8). Besides, we performed the Sirius red staining and the results showed that the ratio of positive area of Sirius red staining accounting for total area was significantly decreased in PZH treatment group compared with non-treatment group (Fig. 2). Taken together, the HE, Masson and Sirius red staining results revealed that PZH significantly inhibited infiltration by inflammatory cells and collagen deposition in the CCl_4_-induced mouse liver fibrosis model.

**Figure 2:**
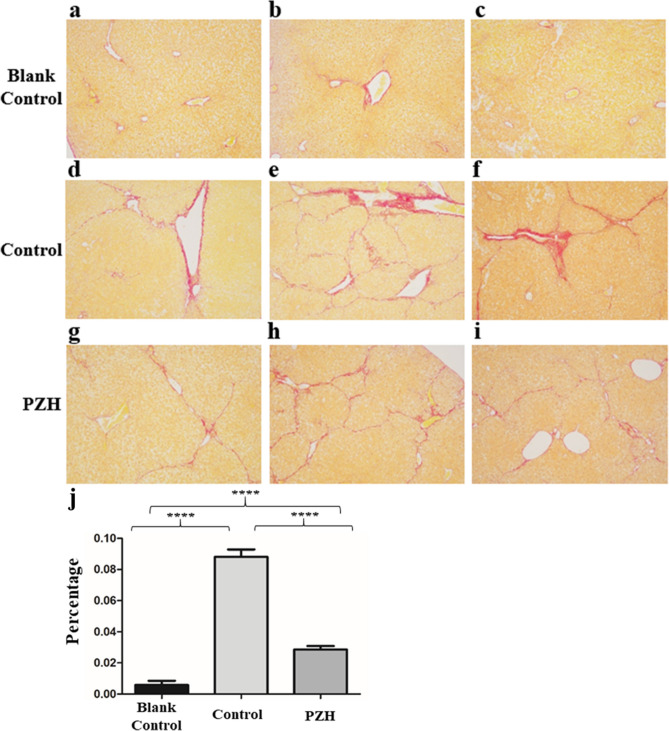
Sirius red staining results of hepatic fibrosis mice in the PZH and control groups at the time point of eighth week. (**a**–**c**) Three Sirius red staining results of the blank control group which received neither CCl_4_ nor PZH. (**d**–**f**) Three Sirius red staining results of the control group which received CCl_4_. (**g**–**i**) Three Sirius red staining results of the PZH group which received both CCl_4_ and PZH. (**j**) Was the percentage of positive area of Sirius red staining accounting for total area of blank control, control and PZH group (****P < 1.0 × 10^–4^).

### Boxplots and hierarchical cluster analysis of the overall expression of protein-coding and lncRNA transcripts

To identify related biomarkers, RNA-seq was performed based on the liver samples of 12 mice including 6 mice treatment using PZH and 6 mice without any treatment of CCl_4_-induced mice model at the time point of eighth week. 

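Both groups received CCl_4_, a solvent that injures hepatocytes, as 2 intraperitoneal injections per week of 10 µl/g of its mixture with corn oil. The PZH group also received PZH, a traditional Chinese medicine, at 0.25 mg/g into the stomach, and the control group received water. The authors deposited the expression of each transcript in each mouse as FPKM, which they obtained with HISAT2 version 2.1.0 on GRCm38 and StringTie version 1.3.5 with the Ensembl release 95 annotation. These values are on the linear scale, are already divided by transcript length and library size, and are not read counts. The deposited tables held 29883 protein-coding transcripts of 14195 genes and 1432 lncRNA transcripts of 1044 genes, and the lowest FPKM sum of a listed transcript over the 12 mice was 1. In the protein-coding table 6774 transcripts were listed at 0 in at least 1 mouse, and 15291 had a mean FPKM of at least 1. In the lncRNA table 368 transcripts were listed at 0 in at least 1 mouse, and 299 had a mean FPKM of at least 1. In each mouse 33 to 57 low values fell on multiples of a step taken as what 1 fragment is worth. For 1 fixed step 4.7 to 6.2 were expected. The step was the best of many candidates, so part of the excess follows from that choice. The candidates spanned a set range, which bounds the depth that a step can imply. The chosen step put the depth between 27.6 and 42.8 M fragments in the PZH group (median 30.3 M). In the control group it was between 26.8 and 35.6 M (median 30.05). The depth did not differ between the groups beyond what relabelling of the mice gives (two-sided exact permutation test, p = 0.554, n = 6 mice per group). Only 3.06% to 3.83% of the low values of a mouse were whole multiples of this step, so counts were not recovered and no counting interval is given. Group differences of single values were tested with a two-sided exact permutation test over the 924 labellings of the 12 mice, which cannot give a p below 0.0022. Transcripts were compared on log2(FPKM + 1) with limma, with Benjamini-Hochberg adjustment over all transcripts of a table. Transcript positions are those of GENCODE M21 on GRCm38.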

The overall expression levels of protein-coding and lncRNA transcripts were visualized by boxplots and hierarchical clustering analysis. 

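The median log2(FPKM + 1) of protein-coding transcripts was 0.914 ± 0.0539 (SD, n = 6) in the PZH group and 1.005 ± 0.0298 (SD, n = 6) in the control group. The difference of -0.0917 was rarely reached by relabelling (two-sided exact permutation test, p = 0.0065), with 0.826 to 0.962 in the PZH mice and 0.960 to 1.04 in the control mice. The median of lncRNA transcripts was 0.418 ± 0.0362 (SD, n = 6) in the PZH group and 0.394 ± 0.0189 (SD, n = 6) in the control group, and this difference of 0.0247 did not exceed the spread between mice (exact permutation test, p = 0.167). Within each of the 12 mice the protein-coding median exceeded the lncRNA median, by 0.553 on average (two-sided exact sign-flip permutation test, p = 0.00049, the smallest that 12 mice allow). The alternative that changed the outcome of both tests was a median-ratio scale factor per mouse, chosen after seeing the data, under which the protein-coding difference was -0.00583 (exact permutation test, p = 0.288) and the lncRNA difference was 0.0664 (p = 0.0022).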

The results revealed that the overall expression levels of protein-coding transcripts were higher than the overall expression levels of lncRNA transcripts, and the overall expression levels of protein-coding and lncRNA transcripts did not significantly change between the PZH and control groups (Fig. 3a,b). The six samples from the PZH group of eighth week were clustered together using hierarchical cluster analysis. Similarly, the six samples from the control group of eighth week were clustered together. 

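Clustering was repeated on the deposited values with complete linkage and Euclidean distances of log2(FPKM + 1), each transcript set to a mean of 0 and an SD of 1. The first division of the tree parted the 6 PZH mice from the 6 control mice in both the protein-coding and the lncRNA table, with 0 mice on the branch of the other group. The count was 0 in both tables under average linkage, Ward linkage, a correlation distance, values that were not standardised, transcripts with a mean FPKM of at least 1, and a pseudocount of 0.1.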

The results also suggested that the expression profiles of the biological replicates of each group were highly consistent (Fig. 3c,d), and the drug effect was the main cause of the differentially expressed transcripts between the PZH and control groups.

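Across protein-coding transcripts, the Pearson correlation of log2(FPKM + 1) between 2 mice averaged 0.934 within the PZH group (0.928 to 0.939) and 0.933 within the control group (0.925 to 0.937). It averaged 0.909 between the groups (0.895 to 0.930), and 1 of the 36 pairs between groups reached the lowest pair within a group. The mean within groups exceeded the mean between groups by 0.0239, and 0.0022 of the 462 splits of the mice into 6 and 6 gave a difference as large, which is the real split alone. Across lncRNA transcripts the correlation averaged 0.941 within the PZH group, 0.942 within the control group and 0.890 between the groups, a difference of 0.0514 with the same share of splits. These correlations are across transcripts, which are not independent replicates. Spearman's rho moved the lncRNA difference most, to 0.110. The group accounted for 24.6% of the variance of the standardised protein-coding values and 38.2% of that of the lncRNA values, against a median of 8.34% and 7.55% over all 462 splits. The remaining variance lay between mice of the same group. Control 2, control 3 and PZH 2 were the mice nearest to the other group, with mean protein-coding correlations of 0.923, 0.917 and 0.917 with its mice, and the other 9 mice had 0.899 to 0.911. The 12 mice come with no sequencing batch in the labels, so no relation could be recomputed within batches.

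**Figure D1:**
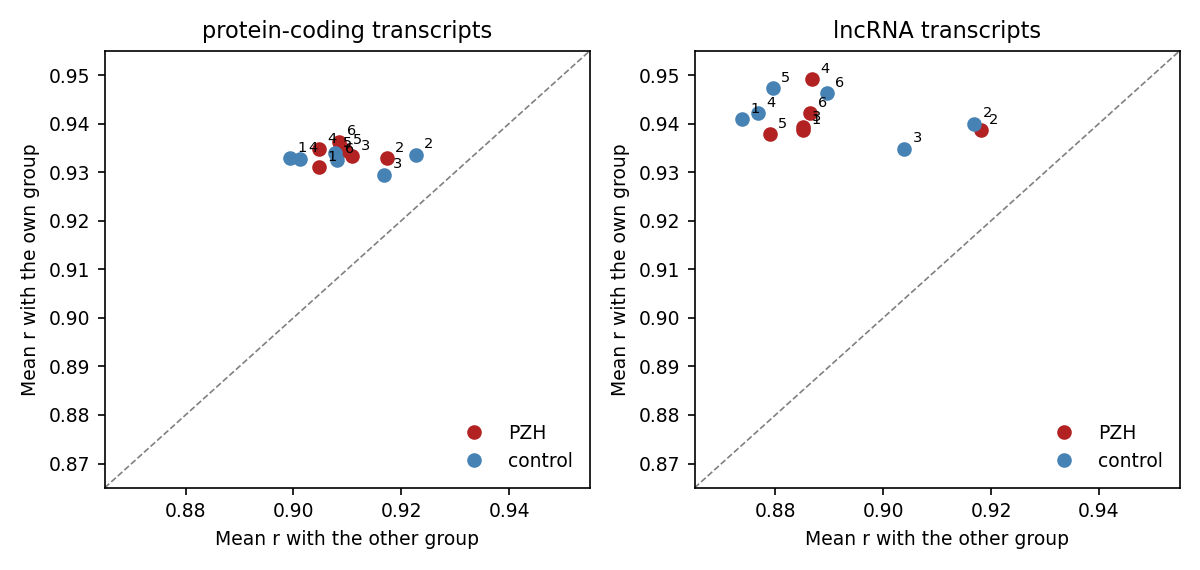
Mean Pearson correlation of log2(FPKM + 1) of each mouse with the mice of its own group (y axis) against that with the mice of the other group (x axis), across protein-coding transcripts (left) and lncRNA transcripts (right), with each point numbered by mouse. All 12 mice lie above the dashed line of equal correlation in both tables, and PZH 2, control 2 and control 3 lie nearest to it.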

**Figure 3:**
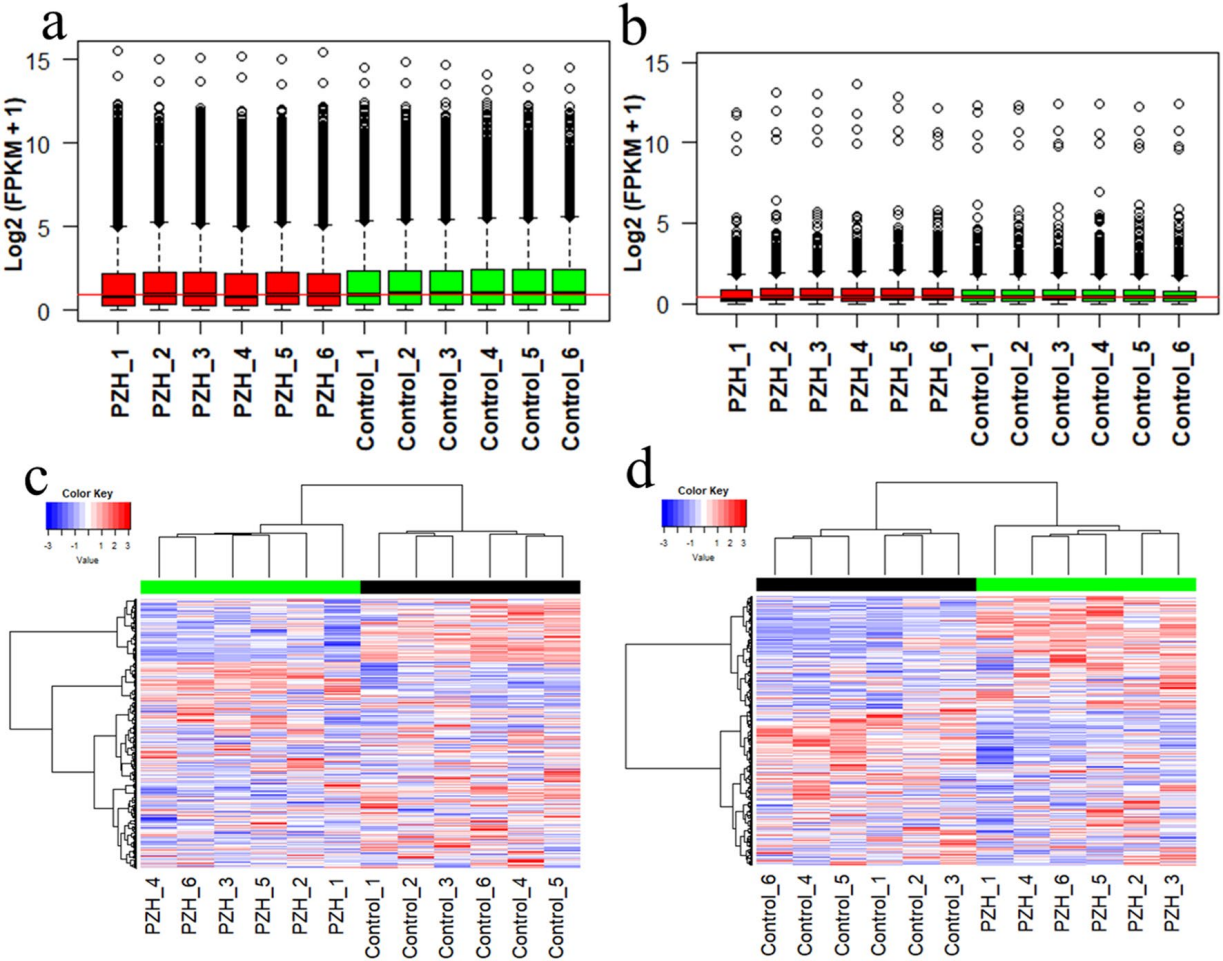
Visualization of the overall expression levels across all the samples at the time point of eighth week. (**a**) Expression levels of protein-coding transcripts and (**b**) expression levels of lncRNA transcripts; the x-axis indicates the names of the 12 samples, and the y-axis indicates the log_2_(FPKM + 1) value. (**c**) Hierarchical clustering result of the protein-coding transcripts. (**d**) Hierarchical cluster result of lncRNA transcripts. The mean was set to 0, and the standard deviation was set to 1 in the calculation of the log_2_ (FPKM + 1) value of each gene in the 12 samples. Red indicates a high expression level, while blue represents a low expression level. Heat maps of (**c**) and (**d**) were created using R programming language (R: A Language and Environment for Statistical Computing, R Core Team, R Foundation for Statistical Computing, Vienna, Austria, 2016, https://www.R-project.org).

### Identification of differentially expressed protein-coding and lncRNA transcripts between the PZH and control groups

We identified the differentially expressed protein-coding and lncRNA transcripts between 6 PZH with 6 control liver tissues at the time point of eighth week. The number of differentially expressed protein-coding and lncRNA transcripts was visualized using volcano plots and heat maps. A differentially expressed transcript was defined as one with fold change (FC) > 2 or FC < − 2, and the *P* value threshold was set to 0.05. A total of 558 significantly upregulated and 347 significantly downregulated protein-coding transcripts were successfully identified (Fig. 4a and Supplementary Table 3). 

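With the criteria of a 2-fold change and a P threshold of 0.05 without adjustment, limma on log2(FPKM + 1) gave 966 protein-coding DETs among the 29883 transcripts, of 840 genes. Of these, 372 were higher and 594 were lower in the PZH group. With Benjamini-Hochberg adjustment over all protein-coding transcripts, 786 DETs remained below the same threshold, 312 higher and 474 lower. For 614 of the 966 DETs (63.6%) the 6 PZH values did not overlap the 6 control values, as was true of 12.0% of all protein-coding transcripts, where relabelling alone gives 0.22%. The DETs had a median absolute log2 fold change of 1.28, 173 of them were listed at 0 in at least 1 mouse, and 22 had a mean FPKM under 1. The pseudocount moved the count most, and a pseudocount of 0.1 gave 2981 DETs, 1070 higher and 1911 lower. Division by a median-ratio scale factor per mouse, which sets the typical transcript equal between mice, changed the more frequent direction, with 540 of 932 DETs higher and 392 lower, and 764 of these were among the 966. When the FPKM of all protein-coding transcripts of a gene were added up, 570 genes met the same criteria, 215 higher and 355 lower. Of the 966 DETs, 625 belonged to a gene that met the criteria in the same direction, and 40 belonged to a gene whose sum changed in the opposite direction.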

Their expression levels are shown in Fig. 4b. In addition, 6 significantly upregulated and 17 downregulated lncRNA transcripts were identified (Fig. 4c and Supplementary Table 4), and their expression levels are shown in Fig. 4d.

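The 5 largest rises among DETs with an adjusted P value below the threshold and without overlap between the groups were those of 2 Upp2 transcripts (ENSMUST00000229923 and ENSMUST00000230627) and of transcripts of Cyp7a1, Coq8a and Thrsp. The Upp2 transcript ENSMUST00000229923 (chromosome 2, 58755212 to 58791236, 8 exons) had an FPKM of 71.4 ± 30.9 (SD, n = 6) in the PZH group and at most 0.0213 in a control mouse, which is too near to 0 for a meaningful fold. On log2(FPKM + 1) its change was 5.92 (SE 0.43, limma adjusted p = 5.34e-05). The Coq8a transcript ENSMUST00000170472 (chromosome 1, 180165238 to 180193485, 15 exons) had an FPKM of 21.0 ± 11.4 in the PZH group and at most 0.00388 in a control mouse. These are changes of single transcripts, and the sum over all listed transcripts rose by 4.75 for Upp2 and by 2.35 for Coq8a. The Cyp7a1 transcript ENSMUST00000029905 (chromosome 4, 6265612 to 6275631, 6 exons) rose from an FPKM of 2.63 ± 3.40 (SD, n = 6) in the control group to 71.8 ± 49.0 in the PZH group, a log2 fold change of 4.54 (SE 0.56, adjusted p = 0.000266). The Thrsp transcript ENSMUST00000043077 (chromosome 7, 97412938 to 97417730, 2 exons) rose from 9.35 ± 4.94 to 154 ± 67.2 (log2 fold change 3.90). Among the largest falls by the same rule were those of transcripts of Sprr1a, Hspb1, Mt2 and Suclg2. The Sprr1a transcript ENSMUST00000054599 (chromosome 3, 92483952 to 92485895, 2 exons) had an FPKM of 16.8 ± 14.4 in the PZH group and 229 ± 84.4 in the control group, a log2 fold change of -3.88 (SE 0.40, adjusted p = 0.000132). The Hspb1 transcript ENSMUST00000005077 (chromosome 5, 135887919 to 135889563) changed by -3.53 and that of Mt2 (ENSMUST00000034214, chromosome 8, 94172664 to 94173568) by -3.33 on the log2 scale. The Suclg2 transcript ENSMUST00000079847 (chromosome 6, 95474142 to 95692882) changed by -3.24, while the sum over the 3 listed transcripts of Suclg2 changed by -0.14 (adjusted p = 0.172). For each of these transcripts the exact permutation test gave p = 0.0022, the smallest it can give. This was fixed in advance, since they were chosen for values without overlap between the groups. With each mouse left out in turn, the log2 fold change of ENSMUST00000229923 of Upp2 stayed between 5.79 and 6.38 and that of the Sprr1a transcript between -4.21 and -3.67.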

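In the lncRNA table, fitted apart from the protein-coding table, limma with the same criteria gave 23 DETs among 1432 transcripts, 17 higher and 6 lower in the PZH group, and all 23 also passed with the adjusted P value. For 21 of the 23 the 6 PZH values did not overlap the 6 control values, as was true of 11.9% of all lncRNA transcripts, where relabelling gives 0.22%. The 23 were chosen for a difference between the groups, so a higher share among them follows in part from that choice. With a pseudocount of 0.1 there were 209 DETs, 140 higher and 69 lower, which included the same 23. The 2 largest rises were those of Gm5524 (ENSMUST00000185409, chromosome 1, 27884046 to 27902396, 2 exons) and Gm48633 (ENSMUST00000218264, chromosome 12, 7911889 to 7950061, 2 exons). The Gm48633 transcript had an FPKM of 15.4 ± 2.78 (SD, n = 6) in the PZH group and 3.06 ± 2.06 (SD, n = 6) in the control group, a log2 fold change of 2.15 (SE 0.28, adjusted p = 0.000233). The 2 largest falls were those of Wincr1 (ENSMUST00000146678, chromosome 4, 89050308 to 89084511, 3 exons) and Gm30692 (ENSMUST00000208709, chromosome 8, 24412179 to 24416937, 5 exons). The Gm30692 transcript had an FPKM of 0.378 ± 0.150 in the PZH group and 2.25 ± 0.827 in the control group, a log2 fold change of -1.20 (SE 0.15, adjusted p = 0.000188).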

**Figure 4:**
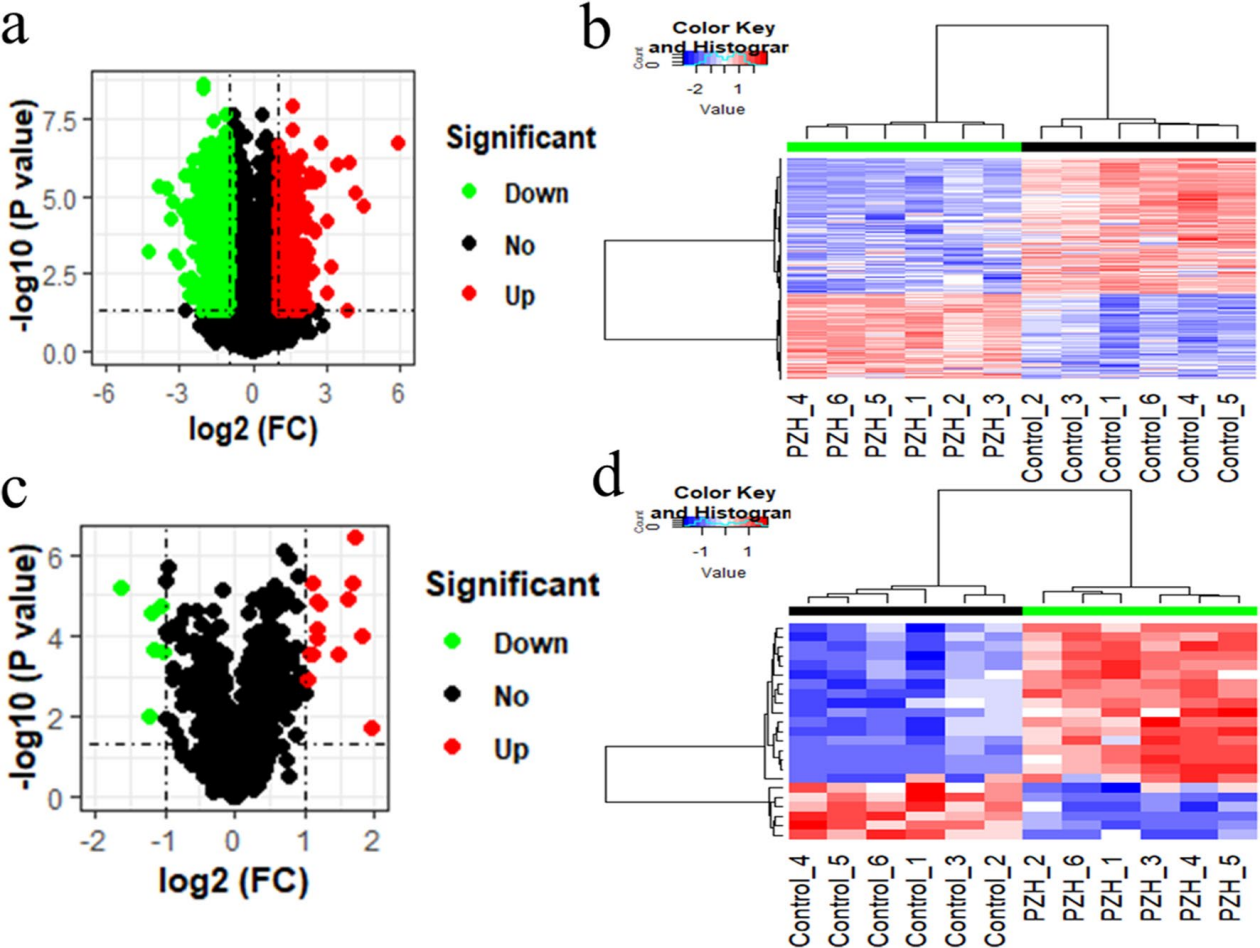
Visualization of the differentially expressed transcripts. (**a**) Volcano plot displays the differentially expressed protein-coding transcripts. (**b**) Heat map displays the expression level of differentially expressed protein-coding transcripts. (**c**) Volcano plot displays the differentially expressed lncRNA transcripts. (**d**) Heat map displays the expression of differentially expressed lncRNA transcripts. The red dots represent upregulated transcripts while green dots indicate downregulated transcripts in volcano plot. Red indicates high expression level while blue represents low expression level in the heat map. Heat maps of (**b**) and (**d**) were created using R programming language (R: A Language and Environment for Statistical Computing, R Core Team, R Foundation for Statistical Computing, Vienna, Austria, 2016, https://www.R-project.org).

### Functional annotation of the differentially expressed protein-coding transcripts

The results of the GO enrichment analysis were visualized using bubble plots, and the top 20 GO terms are shown in Fig. 5a and Supplementary Table 5. It appears that the most enriched annotated pathways were predominately related to metabolism. 

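Supplementary Table 5 gives the transcripts of each of these terms, and the first 20 of each were used here. For each term the number of listed transcripts higher and lower in the PZH group was compared with the other protein-coding DETs of Supplementary Table 3 by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the 36 terms of Supplementary Tables 5 and 6. For a term with more than 20 members the others include its further members. The enrichment itself was not recomputed. Of the 20 transcripts listed for organic acid metabolic process, 17 were higher and 3 lower in the PZH group, against 329 higher and 555 lower among the others (adjusted p = 0.000238). The split was 16 and 4 for small molecule metabolic process (adjusted p = 0.00105), and 15 and 5 for lipid metabolic process (adjusted p = 0.00292). For the broader metabolic process term it was 10 and 10 (adjusted p = 0.453). For response to stress, 4 of the 20 listed transcripts were higher and 16 lower (adjusted p = 0.173). Of the 36 terms, 14 differed from the other DETs at the adjusted threshold, 11 with more transcripts higher and 3 with more lower. Among the 11, all members are listed only for the epoxygenase P450 pathway. For the rest of the 11 the result holds for the first 20 transcripts and not for the whole term. Terms can share transcripts, so the 14 are not separate findings. Carboxylic acid and oxoacid metabolic process, for example, had the same number of members (92) and the same split of 15 and 5. The test also takes transcripts as independent, although some belong to the same gene, so its p-values may be too small.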

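All 7 listed transcripts of the fibrinolysis term were lower in the PZH group (two-sided Fisher's exact test against the other DETs, p = 0.0481, adjusted p = 0.108 over 36 terms). Of the 16 transcripts listed for regulation of fibroblast proliferation, 14 were lower and 2 higher (Fisher's exact test, p = 0.037, adjusted p = 0.0888). Of the 20 listed for response to toxic substance, 13 were lower and 7 higher (adjusted p = 0.869), a split like that of the DETs as a whole. All 19 transcripts listed for positive regulation of chemotaxis (adjusted p = 0.000995) and all 14 listed for positive regulation of leukocyte chemotaxis (adjusted p = 0.00431) were lower in the PZH group. Of the 19 listed for cellular response to interleukin-1, 17 were lower (adjusted p = 0.0378). The 10 transcripts of the epoxygenase P450 pathway were all higher (adjusted p = 0.00056). By the sign of the summed FPKM of the gene in place of that of the transcript, 18 of the 19 for chemotaxis were lower (adjusted p = 0.00853).

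**Figure D2:**
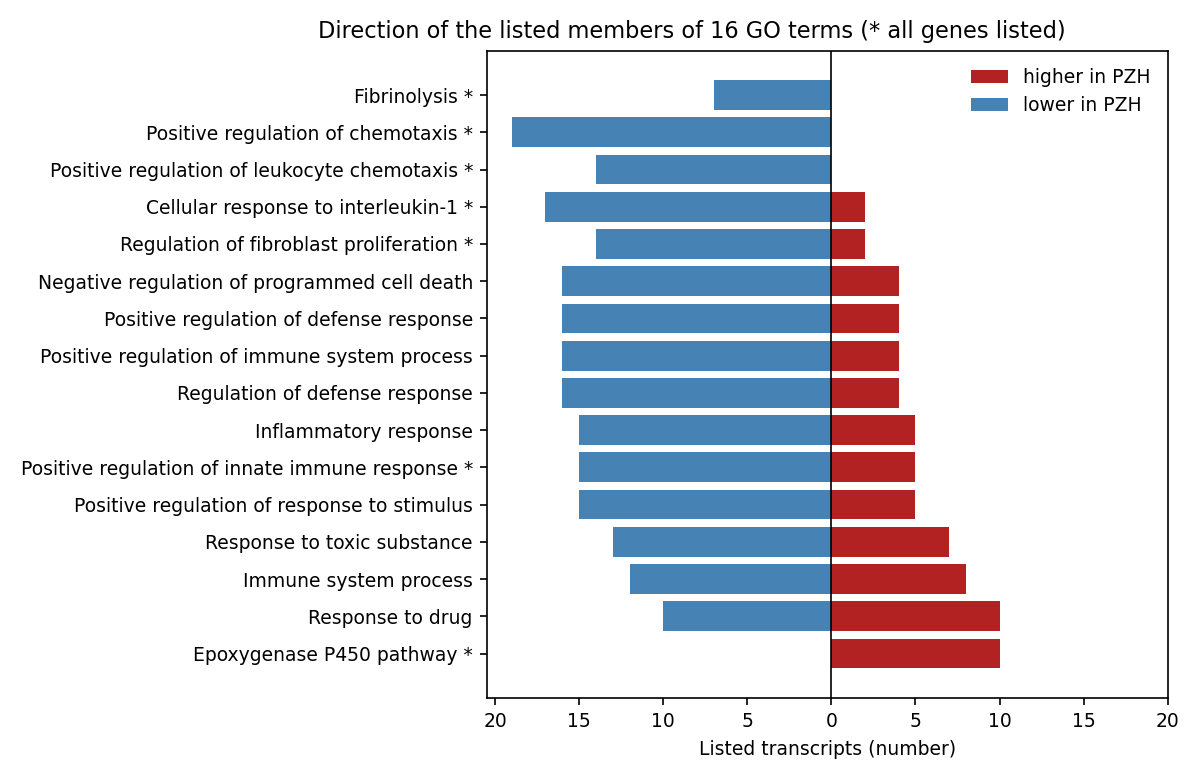
Number of listed transcripts lower (left of 0) and higher (right of 0) in the PZH group for each of the 16 GO terms of Supplementary Table 6, with an asterisk where every gene of the term is listed. The 7 transcripts for fibrinolysis and the 19 for chemotaxis are all lower, and the 10 for the epoxygenase P450 pathway are all higher.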

Besides, positive regulation of the immune system process, positive regulation of the defense response, response to toxic substances, fibrinolysis and fibroblast proliferation biological processes were enriched, and these GO terms explained the potential therapeutic mechanism of PZH in hepatic fibrosis (Fig. 5b and Supplementary Table 6).

**Figure 5:**
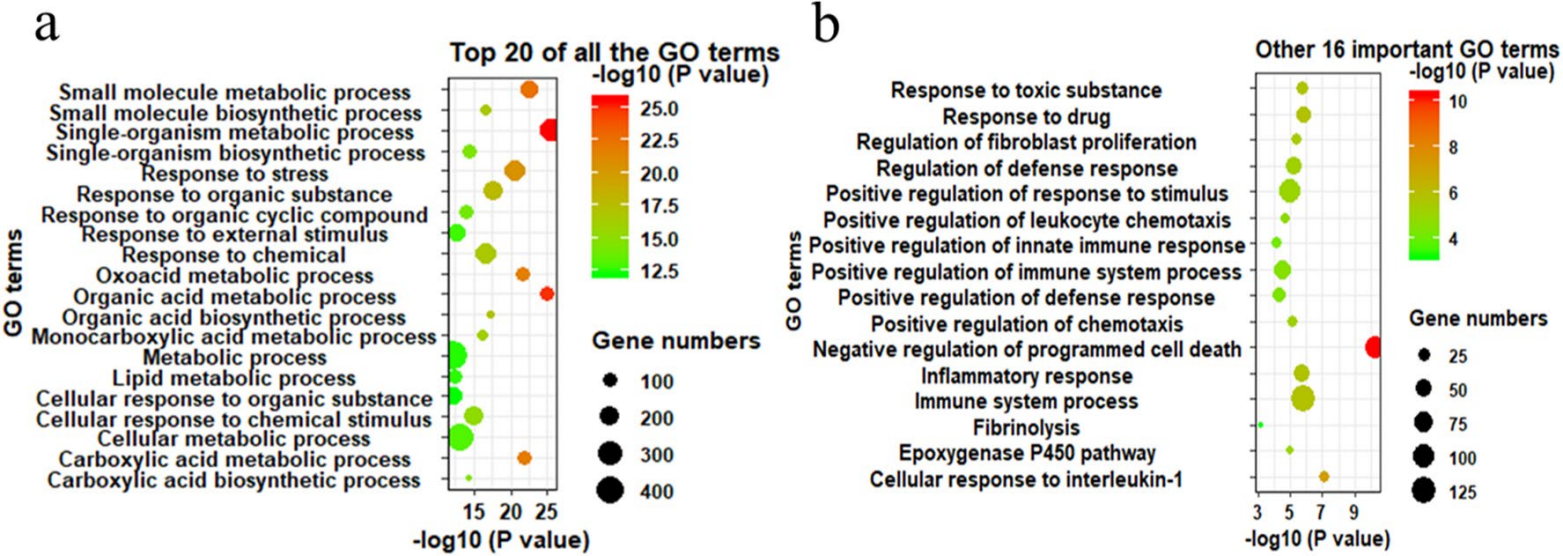
Visualization of the functional annotation of differentially expressed protein-coding transcripts. (**a**) The top 20 significantly enriched GO biological process terms. (**b**) The other 16 important enriched GO biological process terms.

### Co-expression network construction with differentially expressed lncRNAs and protein-coding transcripts

We constructed a co-expression network using 23 differentially expressed lncRNAs and 905 differentially expressed protein-coding transcripts. Three co-expression modules were identified as shown Fig. 6a. These three co-expression modules included a module that had 242 transcripts (marked in blue), module that had 135 transcripts (marked in brown color) and module that had 551 transcripts (marked in turquoise color). 

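The division into modules was not repeated here. Instead, the 927 listed transcripts used here (904 protein-coding and 23 lncRNA) were each set beside the pattern of the hub transcripts that Fig. 6 names for each module, taken as their first principal component over the 12 mice. The pattern with the highest absolute correlation was that of the blue hubs for 290 transcripts, of the brown hubs for 408 and of the turquoise hubs for 229. The 3 patterns were close to each other, with absolute correlations of 0.971 between blue and brown, 0.939 between blue and turquoise and 0.966 between brown and turquoise. Of the blue hubs 33 were higher and 16 lower in the PZH group, of the brown hubs 20 were higher and 30 lower, and of the turquoise hubs 2 were higher and 48 lower. For every one of these transcripts the values of the 6 PZH mice and the 6 control mice did not overlap, where relabelling gives 0.22%. The modules were built from DETs, so the hubs were already chosen for a difference between the groups.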

Each co-expression module represented a group of transcripts with similar expression profiles across all the samples.

**Figure 6:**
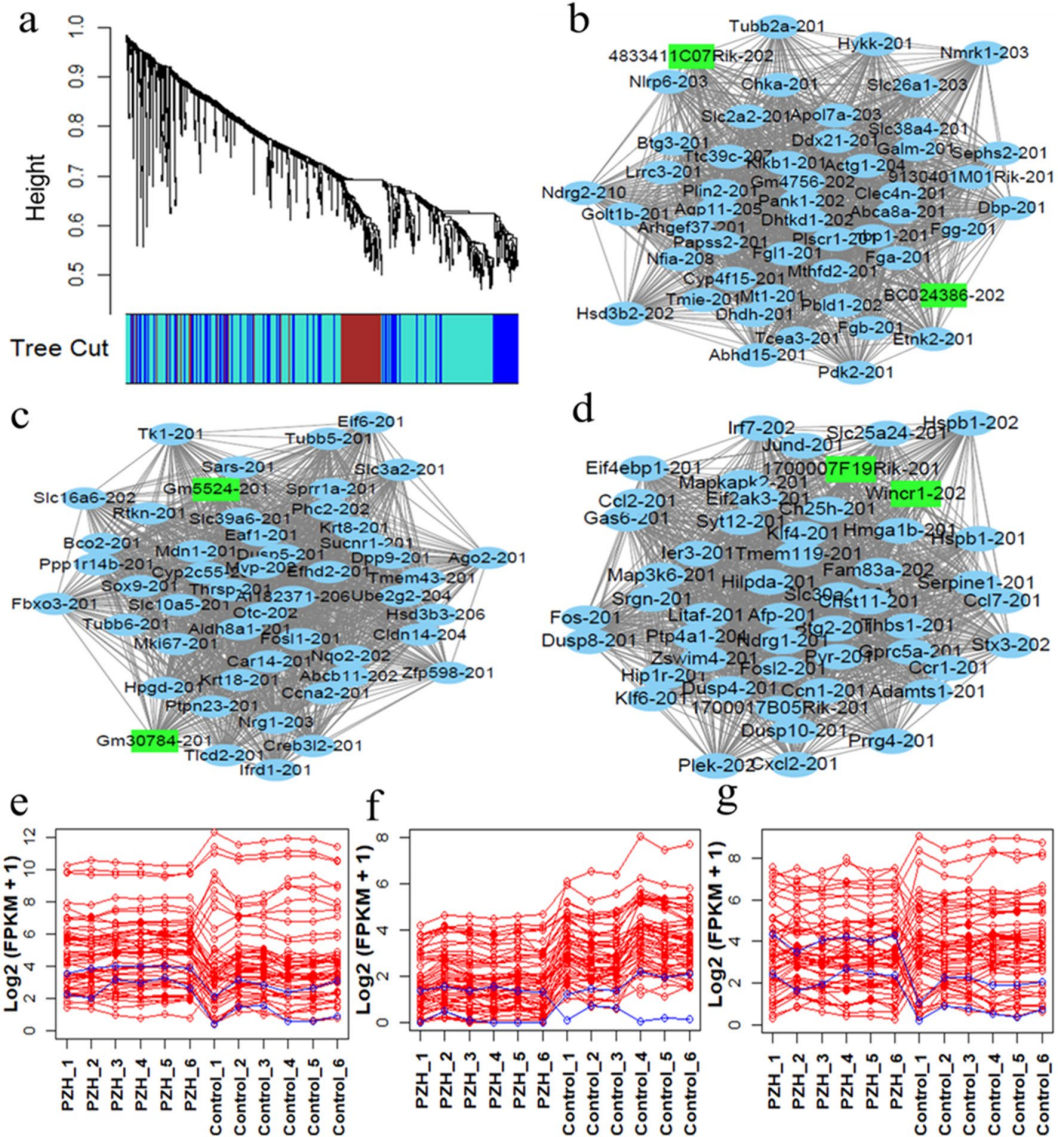
Co-expression network of the differentially expressed lncRNA and protein-coding transcripts. (**a**) Visualization of the co-expression modules of all the differentially expressed lncRNA and protein-coding transcripts; each color represents one module. (**b**–**d**) Visualization of the top 50 hub transcripts in the blue, brown and turquoise modules. The green nodes represent lncRNA transcripts, and the blue nodes represent protein-coding transcripts. (**e**–**g**) Expression patterns of the top 50 hub transcripts in each module. The x-axis indicates the names of each sample, and the y-axis indicates the expression log_2_(FPKM + 1) value. The blue lines represent differentially expressed lncRNA transcripts, and the green lines represent differentially expressed protein-coding transcripts.

The top 50 hub nodes were extracted from each module based on analysis of the co-expression network between the lncRNAs and protein-coding DETs of each module. We constructed a network of each module using Cytoscape software (Fig. 6b–d). The network results revealed that the differentially expressed lncRNA transcripts interacted with the differentially expressed protein-coding transcripts. The expression pattern of each of the top 50 transcripts of the three modules is shown in Fig. 6e–g. The expression pattern results revealed that these differentially expressed lncRNA transcripts were co-expressed with the differentially expressed protein-coding transcripts. 

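Pearson correlations of log2(FPKM + 1) were computed for all pairs of the hub transcripts named in Fig. 6b–d, of which 49 were read for the blue, 50 for the brown and 50 for the turquoise module. Over all 12 mice the absolute correlation ranged from 0.910 to 0.996 in the blue module (median 0.963, 1176 pairs). It ranged from 0.929 to 0.997 in the brown module (median 0.973, 1225 pairs) and from 0.901 to 0.997 in the turquoise module (median 0.961, 1225 pairs). By Spearman's rho, which moved these values most, the lowest absolute values were 0.741, 0.755 and 0.748 in the same order. The PZH and control mice form separate clusters, so the values over 12 mice hold the difference between the groups as well as the variation within them. Within the 6 PZH mice the median absolute correlation was 0.602 in the blue, 0.770 in the brown and 0.467 in the turquoise module, and within the 6 control mice it was 0.869, 0.752 and 0.885. Random pairs of other transcripts had a median of 0.226 over 12 mice, 0.370 within the PZH mice and 0.351 within the control mice (2000 pairs).

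**Figure D3:**
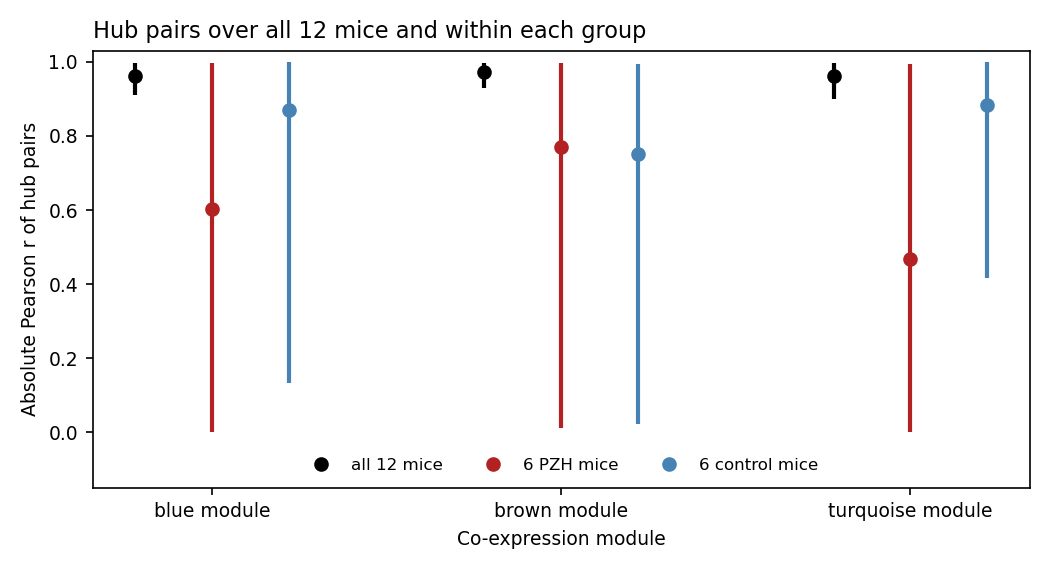
Absolute Pearson correlation of pairs of hub transcripts in each module over all 12 mice, within the 6 PZH mice and within the 6 control mice, with a point at the median and a line from the lowest to the highest pair. The medians over 12 mice lie between 0.961 and 0.973, and those within a group lie between 0.467 and 0.885.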

The absolute correlation values of the top 50 hub transcripts of the blue, brown and turquoise modules were 0.91 ~ 1.0, 0.90 ~ 1.0 and 0.93 ~ 1.0, respectively.

### Differentially expressed proteins (DEPs) involve in immune system process

We detected the protein expression using mass spectrometry sequencing based on the liver tissues of 6 treatment mice using PZH and 6 mice without any treatment of CCl_4_-induced mice model at the time point of eighth week, and 138 DEPs were identified (Fig. 7a and Supplementary Table 7). Function enrichment analysis showed that immune system biological process were significantly enriched based on the 138 DEPs (*P* = 3.52 × 10^–4^), and this biological process was also significantly enriched based on DEGs of RNA-seq. Plasminogen activation and fibrinolysis biology process also were significant enriched. Protein reflect the final biological function of gene, therefore, we believe that PZH treatment liver fibrosis through enhance the immune system. Protein–protein interaction network were constructed based on the 11 genes which involved in the immune system (Fig. 7b).

**Figure 7:**
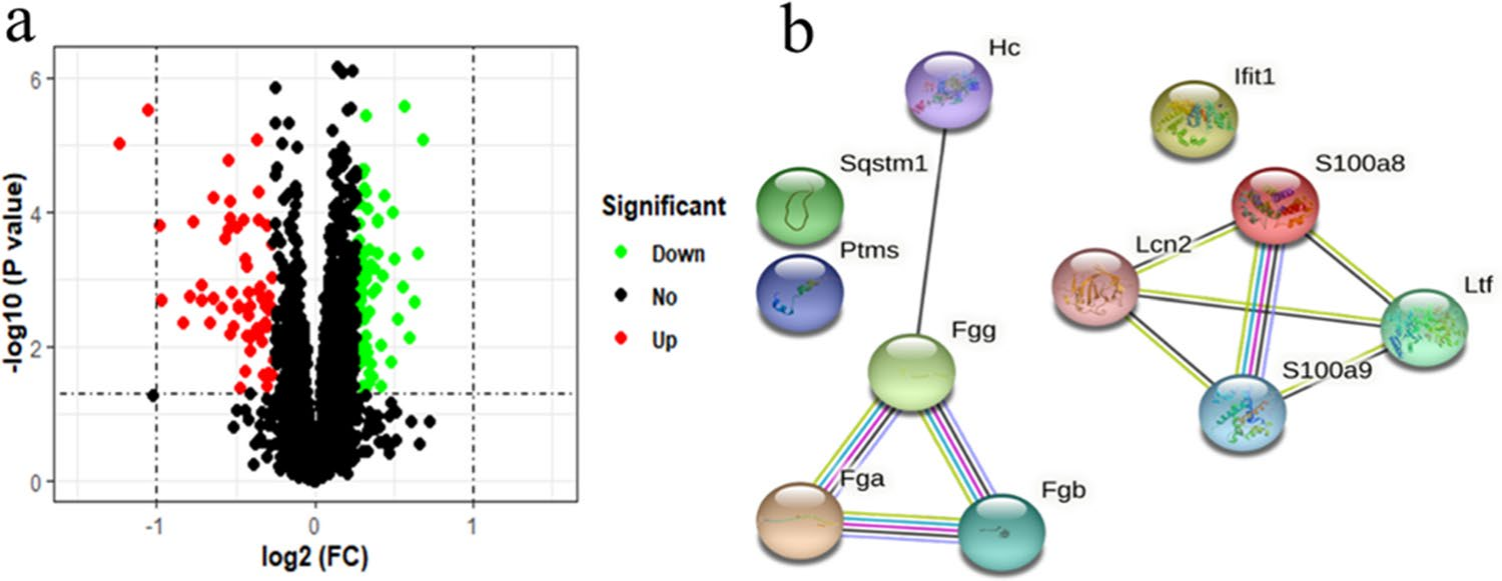
Visualization of the differentially expressed proteins. (**a**) Volcano plot displays the differentially expressed protein-coding proteins. (**b**) Protein–protein interaction network of the 11 genes which involved in the immune system, this network were constructed using STRING database which is publicly available (STRING version: 11.0^23^).

## Discussion

Although PZH has been widely used to treat liver disease in Asia for hundreds of years, its transcriptional drug targets are still unknown^14,24^. In our study, we designated two groups of hepatic fibrosis mice established using CCl_4_. One group received PZH treatment, while the other group did not. We found that liver function indices were obviously decreased in the PZH group, and the results suggested that PZH treatment significantly attenuated liver injury. HE staining results revealed that severe inflammation occurred in the control group. Masson staining also showed that a large number of blue collagenous fibers were deposited surrounding the hepatic vein in the control group. Sirius red staining results showed that the ratio of positive area of Sirius red staining accounting for total area was significantly decreased in PZH treatment group compared with non-treatment group. These results demonstrated that PZH treatment could relieve CCl_4_-induced liver injury, inflammation and hepatic fibrosis.

To identify the drug targets by transcriptome and protein level analysis, we first performed RNA-seq and mass spectrometry sequencing based on the liver tissue of the PZH and control groups. We found that 928 transcripts and 138 proteins were differentially expressed. Functional enrichment analysis showed that positive regulation of immune system process were significantly enriched based on both 905 DETs and 138 DEPs. This result revealed that PZH could alleviate hepatic fibrosis by enhancing the immune system biological processes. 

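Of the first 20 transcripts listed for positive regulation of immune system process in Supplementary Table 6, 4 were higher and 16 lower in the PZH group (two-sided Fisher's exact test against the other DETs, adjusted p = 0.173 over the 36 terms tested). The split was 8 higher and 12 lower for immune system process (adjusted p = 1), 5 and 15 for positive regulation of innate immune response (adjusted p = 0.363) and 5 and 15 for inflammatory response (adjusted p = 0.363). It was 4 higher and 16 lower for positive regulation of defense response. For these terms the test found no difference in direction from the other DETs, most of which were also lower. That majority depends on the scaling, since 540 of 932 DETs were higher with a median-ratio scale factor. The terms were not tested against DETs called with that factor. All members are listed only for positive regulation of innate immune response. For the other 4 terms the members beyond the first 20 are among those other DETs, so that each is in part compared with itself. Of the other terms with all members listed, positive regulation of leukocyte chemotaxis (14 of 14 lower, adjusted p = 0.00431) and cellular response to interleukin-1 (17 of 19 lower, adjusted p = 0.0378) did differ from the other DETs. By the sign of the summed FPKM of the gene the side of the threshold was the same. From the enrichment of this term among both the DETs and the DEPs, the paper concludes that PZH could alleviate hepatic fibrosis by enhancing immune system processes.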

Previous studies have reported the hypothesis that PZH might enhance the immune system, which is considered to be the functional mechanism of PZH^13,25^, and we confirmed this hypothesis and identified the exact DETs in these biological processes. Besides, plasminogen activation and fibrinolysis biological process were also significantly enriched based on the 138 DEPs, these two biological processes may be also participate in the treatment process of hepatic fibrosis using PZH.

Co-expression means that the genes interact with each other^26^. Because of the lack of an integrated lncRNA function annotation database, we used the WGCNA package to find differentially expressed lncRNAs co-expressed with protein-coding transcripts^19,27^. Three modules were constructed based on these 23 differentially expressed lncRNAs and 905 protein-coding transcripts, and the top 50 hub transcripts of each module were extracted. 

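The 6 lncRNA transcripts among the hubs of Fig. 6b–d are those of 4833411C07Rik and BC024386 in the blue module, Gm5524 and Gm30784 in the brown module, and 1700007F19Rik and Wincr1 in the turquoise module. GENCODE M21 annotates all of them as lincRNAs. 4833411C07Rik (ENSMUST00000207914, chromosome 8, 10899937 to 10903893, 4 exons) had an FPKM of 5.88 ± 2.26 (SD, n = 6) in the PZH group and 0.977 ± 0.705 (SD, n = 6) in the control group, a log2 fold change of 1.80 (SE 0.26, limma adjusted p = 0.000496). BC024386 (ENSMUST00000209496, chromosome 7, 140906083 to 140907979, 6 exons) had 13.8 ± 1.69 and 5.69 ± 1.84 (log2 fold change 1.19, SE 0.17). Gm5524 (ENSMUST00000185409) had 15.9 ± 3.26 and 2.86 ± 1.00 (log2 fold change 2.16, SE 0.20, adjusted p = 5.8e-05). Gm30784 (ENSMUST00000204491, chromosome 6, 141866358 to 141875220, 3 exons) had 3.87 ± 1.19 and 0.498 ± 0.272 (log2 fold change 1.68, SE 0.17). 1700007F19Rik (ENSMUST00000188418, chromosome 3, 58141707 to 58163807, 6 exons) had 1.66 ± 0.19 in the PZH group and 0.257 ± 0.265 in the control group (log2 fold change 1.10, SE 0.12). Wincr1 (ENSMUST00000146678) had 0.0754 ± 0.158 in the PZH group, where it was listed at 0 in 4 of 6 mice, and 2.38 ± 0.967 in the control group (log2 fold change -1.61, SE 0.17). Each of the 6 had no overlap between the groups, which by itself gives p = 0.0022 in the exact permutation test. The correlation of each lncRNA with the mean of the standardised protein-coding hubs of its module, those lower in the PZH group inverted, was computed within each group of 6 mice, as 12 tests with an exact permutation p over the 720 orders of 6 mice. In the control group Pearson's r was 0.954 for 4833411C07Rik (exact permutation p = 0.00278, adjusted p = 0.0333; Spearman's rho 0.943, p = 0.0167) and 0.880 for 1700007F19Rik (exact permutation p = 0.0208, adjusted p = 0.0417; rho 0.771, p = 0.103). In the PZH group r was 0.963 for Gm5524 (exact permutation p = 0.00833, adjusted p = 0.0417; rho 0.886, p = 0.0333) and -0.203 for 1700007F19Rik (exact permutation p = 0.665; rho 0.143, p = 0.803). It was -0.743 in the PZH group and -0.840 in the control group for Wincr1 (exact permutation adjusted p = 0.109 and 0.0852; rho -0.676 and -0.714). By Pearson's r 6 of the 12 tests passed the adjusted threshold, and by Spearman's rho 0 did, with 6 at an unadjusted p below it. Without the 2 farthest mice of the group, r for 4833411C07Rik in the PZH group changed from 0.915 to 0.352. This relation therefore rests on those mice. In the same group r changed from 0.697 to 0.1297 for BC024386, and from -0.203 to 0.5997, with a change of sign, for 1700007F19Rik. It was then 0.904 for Gm5524, 0.761 for Gm30784 and -0.398 for Wincr1. As Wincr1 was listed at 0 in 4 of these 6 mice, the distance that picked the mice cannot be that of the lncRNA alone.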

Analysis of the top 50 hub transcripts of each module revealed that 6 differentially expressed lncRNA transcripts were highly correlated with the differentially expressed protein-coding transcripts of each pattern. These 6 differentially expressed lncRNA transcripts were reported as PZH therapeutic drug targets for the first time in this study.

As a high-throughput method, RNA-seq and mass spectrometry sequencing technology has helped researchers find increasingly more drug targets. In our study, we identified 928 DETs and 138 DEPs, and we hypothesized that these differentially expressed transcripts and proteins were either the drug targets or the injury-dependent effects of PZH ameliorating hepatic fibrosis. A limitation of this study is that more molecular biology experiments are necessary to validate these results. However, we cannot validate so many DETs or DEPs one by one. To overcome this limitation, we researched related papers and found that multiple DETs or DEPs identified in our study have already been found to participate in hepatic fibrogenesis using molecular biological experiment methods in previous studies. For example, Ximeng Han et al. reported that SOX9^+^ hepatocytes have repair and regeneration functions after liver injury^28^. Inagaki et al. revealed the mechanisms of the Smad2 gene in hepatic fibrogenesis^29^. Wu et al. reported that quercetin prevented CCl_4_-induced hepatic fibrosis by regulating TIMP1 gene expression^30^. The genes ADAMTS1, Cyp2c55, Serpinh1, MMP subfamily, Gpt, IL1B, and THBD have also been reported by previous studies^31–37^. These results further validated our findings. Nevertheless, the identified DETs in our study provide many new potential drug targets for scientists to further investigate.

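The genes discussed above were represented among the DETs by 13 transcripts. The Sox9 transcript ENSMUST00000000579 (chromosome 11, 112782224 to 112787760, 3 exons) had an FPKM of 2.73 ± 0.430 (SD, n = 6) in the PZH group and 10.7 ± 1.78 (SD, n = 6) in the control group, a log2 fold change of -1.64 (SE 0.11, limma adjusted p = 3.44e-05). With each mouse left out in turn it stayed between -1.70 and -1.58. The Smad2 transcript ENSMUST00000113930 (chromosome 18, 76262492 to 76302642, 8 exons) changed by -1.16 (SE 0.28, adjusted p = 0.0128), with overlap between the groups, while the sum over the 5 listed transcripts of Smad2 changed by -0.28 (adjusted p = 0.00816). The Timp1 transcript ENSMUST00000115342 (chromosome X, 20870166 to 20874733, 6 exons) changed by -1.95 (SE 0.17, adjusted p = 7.72e-05) and the Timp1 transcript ENSMUST00000009530 by -1.22 (SE 0.35, adjusted p = 0.030). The sum of both Timp1 transcripts fell from an FPKM of 10.5 ± 2.5 in the control group to 1.61 ± 0.541 in the PZH group. The Adamts1 transcript ENSMUST00000023610 (chromosome 16, 85793827 to 85803113) changed by -1.45 (adjusted p = 0.000554), that of Il1b (ENSMUST00000028881, chromosome 2, 129364570 to 129371139) by -1.55 (adjusted p = 0.00247) and that of Thbd (ENSMUST00000099270, chromosome 2, 148404466 to 148408188) by -1.11 (adjusted p = 0.0016). Of the matrix metalloproteinases, the Mmp13 transcript ENSMUST00000015394 changed by -1.87 without overlap between the groups. That of Mmp12 (ENSMUST00000005950) changed by -1.36 and that of Mmp9 (ENSMUST00000017881) by -1.0, both with overlap. The adjusted p for Mmp12 was 0.038 and reached 0.0817 when a mouse was left out. That of the Timp1 transcript ENSMUST00000009530, whose values also overlapped between the groups, reached 0.0667. The Cyp2c55 transcript ENSMUST00000025966 (chromosome 19, 39007019 to 39042693, 9 exons) rose from an FPKM of 1.77 ± 0.932 to 16.4 ± 5.56, a log2 fold change of 2.64 (SE 0.26, adjusted p = 0.000112). The Gpt transcript ENSMUST00000229140 (chromosome 15, 76698211 to 76699648, 6 exons) rose by 1.47 (SE 0.26, adjusted p = 0.00225), and the sum over the 4 listed transcripts of Gpt rose by 0.87. The Serpinh1 transcript ENSMUST00000208119 (chromosome 7, 99345390 to 99353114, 6 exons) rose by 1.25 (SE 0.48), which did not pass the adjustment (adjusted p = 0.0949), and the sum over the 7 listed transcripts of Serpinh1 changed by -0.07 (adjusted p = 0.891).

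**Figure D4:**
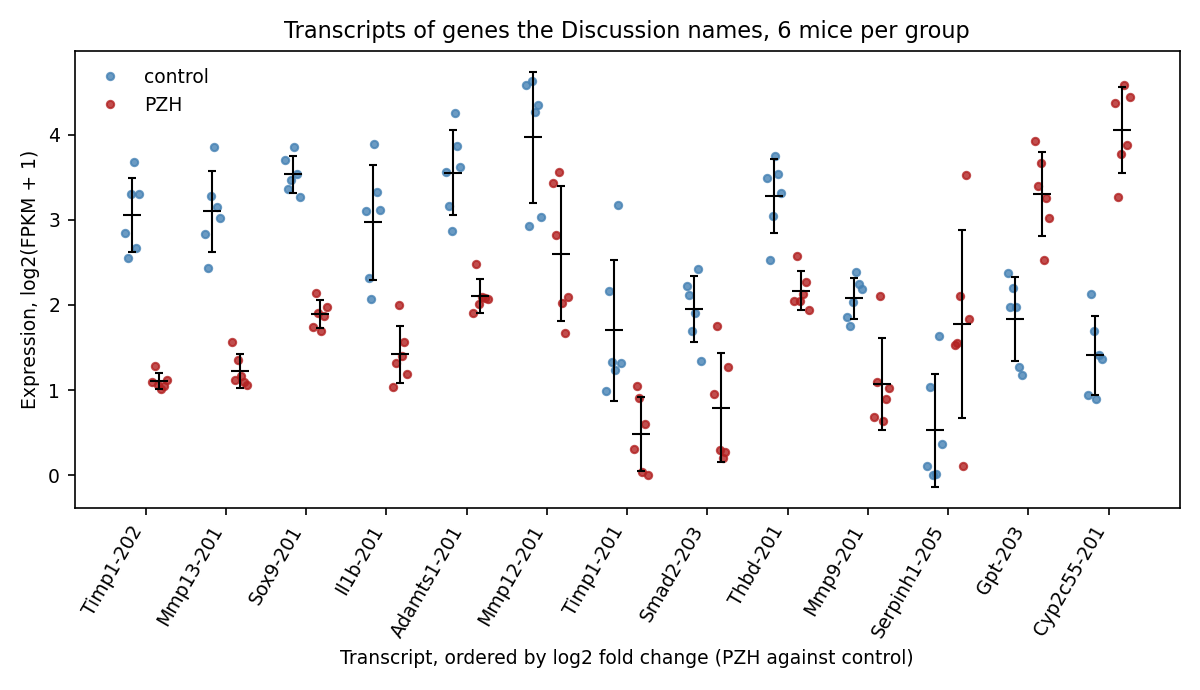
Expression as log2(FPKM + 1) of the 13 transcripts in the 6 control and 6 PZH mice, with a point per mouse and bars for the mean and SD. The transcripts of Sox9, Mmp13, Adamts1, Il1b, Gpt and Cyp2c55 and 1 of the 2 of Timp1 show no overlap between the groups.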

In summary, we constructed two groups of CCl_4_-induced hepatic fibrosis mouse models: one group was treated with PZH and the other group was not treated with PZH. Finally, we found that the control group suffered obvious hepatic fibrosis, while the PZH group had very little hepatic fibrosis in the eighth week. We identified 905 differentially expressed protein-coding transcripts, 23 differentially expressed lncRNA transcripts and 138 DEPs. These transcripts and DEPs may be the drug targets of PZH ameliorating liver injury and fibrosis. We demonstrated that PZH positively regulates the immune system biological process based on both DETs of RNA-seq and DEPs of mass spectrometry sequencing. Our study provides potential transcriptional and protein level therapeutic targets to guide the clinical application of PZH.

## Methods

### Preparation of reagents

PZH was obtained from and authenticated by Zhangzhou Pien Tze Huang Pharmaceutical Co., Ltd. (Zhangzhou, China; Chinese Food and Drug Administration approval no. Z35020242). Other required reagents, including staining reagents and antibodies, were purchased from other companies (Cell Signaling Technology; Wuhan Yafa Biological Technology Co., Ltd.). Thirty C57BL/6J male mice were obtained from laboratory of Shanghai Southern Model Animal Center, and they were SPF level and six weeks old. The PZH drug powder was dissolved in double distilled water, and its concentration was diluted to 25 mg/ml. Carbon tetrachloride (CCl_4_) was dissolved in 10% corn oil (1:1 vol/vol). These prepared reagents were stored at − 80 °C until further usage. The doses of PZH and the mixture of CCl_4_ with corn oil were 0.25 mg/g and 10 µl/g, respectively, according to the weight of each mouse.

### Randomized controlled mouse hepatic fibrosis model using CCl_4_ and PZH plus CCl_4_

Thirty mice were randomly divided into two groups named the ‘PZH group’ and ‘control group’, respectively. All of these 30 mice were 6 weeks C57BL male mice. The 15 mice in the control group received intraperitoneal injection of 10 µl/g solvent mixture of CCl_4_ and 10% corn oil twice a week and intragastric administration of double distilled water once a day. The 15 mice in the PZH group received intraperitoneal injection of 10 µl/g solvent mixture of CCl_4_ and 10% corn oil twice a week and intragastric administration of 0.25 mg/g of the PZH prepared reagent once a day. During this 8-week experimental period, 3 mice in each group were sacrificed by the cervical dislocation method every two weeks. After 8 weeks, the remaining 12 mice were sacrificed by the cervical dislocation method, and their liver tissue and blood were harvested. The detailed information of mice body weight was showed in Supplementary Table 8, and the body weight result showed that there no significant adverse effect in PZH treatment group.

### Hepatic biochemical index detection

The levels of hepatic biochemical indices, aspartate aminotransferase (AST), alanine aminotransferase (ALT) and albumin (ALB), were determined by ELISA kits (Roche; Shanghai). These indices were detected every two weeks to estimate the extent of liver injury. AST and ALT mainly exist in hepatic cells. Their levels were detected in blood when more hepatic cells were damaged. ALB was detected by the bromocresol green method. Sample blood was used to examine hepatic biochemical indices within 2 h after collection to ensure the reliability of the results by the Roche Cobas 8000 automatic biochemical analyzer. The liver function indices measured in the second, fourth and sixth weeks are shown in Supplementary Table 1, and the liver function index results from the eighth week are shown in Supplementary Table 2.

### HE, Masson and Sirius red staining

Pathological staining techniques have been regarded as the gold standard for diagnosing hepatic injury or fibrosis. To follow disease development and ensure that the liver fibrosis mouse model was constructed successfully, we used hematoxylin–eosin staining named ‘HE’, Masson's trichrome staining called ‘Masson’ and Sirius red staining to validate the results of the mouse model. Liver tissue fragments of approximately 1 cm^3^ extracted from mouse livers were fixed using 10% formalin. The liver tissues were embedded in paraffin wax (GeLin Company; Thermo Shandon Histocentre 2), and the tissues were cut into 5 mm thick sections with a microtome (Thermo Fisher Scientific, Microm HM3550. After the tissue sections were dehydrated by increasing alcohol concentrations, the tissue sections were cleared using xylene (GeLin Company). The tissue sections were stained by HE, Masson and Sirius red staining. The cell nuclei were stained blue, and the cytoplasm was stained red or pink using HE staining. The marked colors were used to determine whether inflammatory cells had infiltrated into the hepatic central small vein. Masson staining was performed to identify various types of fibers. Different types of fibers were specifically stained in different colors by Masson staining in muscle tissue. Sections, made with paraffin-wax embedded liver tissue, were stained in picric acid Sirius red solution for 8 min, and rinse for several minutes with anhydrous alcohol. And then, tissue sections were placed in 60 oven, using xylene transparent 5 min and neutral gum seal. The extent of staining results for Sirius red was quantified using ImageJ software^38^.

### RNA extraction and sequencing

To identify related biomarkers and therapeutic mechanisms, 12 mice were sacrificed on the eighth week by the cervical dislocation method to obtain their liver tissues with hepatic fibrosis. Total RNA from each hepatic fibrosis mouse tissue sample was extracted using TRIzol reagent (Invitrogen, CA, USA) following the manufacturer’s instructions. The integrity of total RNA was evaluated by the Bioanalyzer 2100 system (Agilent, CA, USA), and the quality scores are shown in Supplementary Fig. 9. The RNA integrity number (RIN) and 28S:18S ratio were first detected to ensure good RNA quality of each tissue to conduct the following sequencing analysis. All the RINs were larger than 9.1 (Supplementary Fig. 9a), and the 28S:18S ratios were larger than 1.2 (Supplementary Fig. 9b). The RNA library was constructed using strand-specific sequencing technologies following the manufacturer’s recommended protocol of the TruSeq RNA Sample Prep Kit. The RNA libraries were sequenced using the Illumina HiSeq 4000 platform, and 150 bp paired-end reads were generated.

### Quality control, mapping and transcript assembly based on trimmed high-quality RNA-seq data

FastQC software was used to perform quality detection (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Clean high-quality data were obtained by removing adaptors, poly-*N* sequences, low-quality reads and fragments from raw data using Trimmomatic software^39^. Read quality is shown in Supplementary Fig. 10a. We then mapped the processed RNA-seq data to the Ensembl mouse reference genome (Mus_musculus.GRCm38) using HiSat2 version 2.1.0 software^40^. The mapping ratio of each sample was larger than 93.2% (Supplementary Fig. 10b). Transcript assembly was performed by the Ensembl mouse annotation database (Mus_musculus.GRCm38.95.gtf) using StringTie version 1.3.5 software^41^. Finally, the fragments per kilobase of transcript per million mapped reads (FPKM) expression matrix was obtained. A total of 29,883 protein-coding and 1432 lncRNA transcripts were annotated. Log_2_(FPKM + 1) was used to normalize the expression data.

### Differentially expressed mRNA and lncRNA transcript identification and functional annotation

Differentially expressed transcripts were identified using R. The genes with FC > 2 or FC < − 2 and a *P* value < 0.05 were defined to be significantly different between the two groups. The DAVID database was used to perform Gene Ontology (GO) enrichment analysis to annotate the functions of the differentially expressed transcripts (https://david.ncifcrf.gov/). Currently, there is a lack of integrated functional annotation databases that could be used to annotate mouse lncRNA functions. Weighted gene co-expression network analysis (WGCNA), an R package, was used to explore the co-expression relationship between lncRNAs and protein-coding transcripts^27,42,43^. We constructed a network of each module using Cytoscape software^44^. The soft threshold of the WGCNA package was β = 14, as shown in Supplementary Fig. 11.

### Ethics approval

The animal experiments were conducted in accordance with the guidelines of the National Institutes of Health of China for the care and use of laboratory animals, and all the animal work was approved and conducted under the guidelines of the Institutional Animal Care and Use Committee, Shanghai Jiao Tong University, China. We confirm that the study is reported in accordance with ARRIVE guidelines.

## Supplementary Information

Supplementary Figures.

Supplementary Tables.

Supplementary Table 3.

Supplementary Table 4.

Supplementary Table 5.

Supplementary Table 6.

Supplementary Table 7.

Supplementary Table 8.

## Data Availability

The RNA-seq dataset of 12 samples has been deposited in NCBI Gene Expression Omnibus (GEO) with accession code GSE133481.

# Supplementary material for: Target identification of hepatic fibrosis using Pien Tze Huang based on mRNA and lncRNA
**Source:** Sci Rep. 2021 Aug 20;11:16980. doi: 10.1038/s41598-021-96459-5
**Supplement:** Supplementary file 1 — Supplementary Figures.

**Target Identification of Hepatic Fibrosis using Pien Tze Huang Based on mRNA and lncRNA**

Jinhang Zhu ^1, 2#^, Di Zhang ^1, 2#^, Ting Wang ^2^, Zhiliang Chen ^3^, Luan Chen ^2^, Hao Wu ^2^, Cong Huai ^2^, Jing Sun ^2^, Na Zhang ^2^, Muyun Wei ^2^, Fei Hong ^3*^, Shengying Qin ^1, 2*^

^#^ These authors contributed equally to this work

**Supplementary figures and tables**

**Supplementary Figure 1. The second week HE staining results in PZH and Control group.** (a-c) Three HE staining results of PZH group. (d-f) Three HE staining results of Control group.

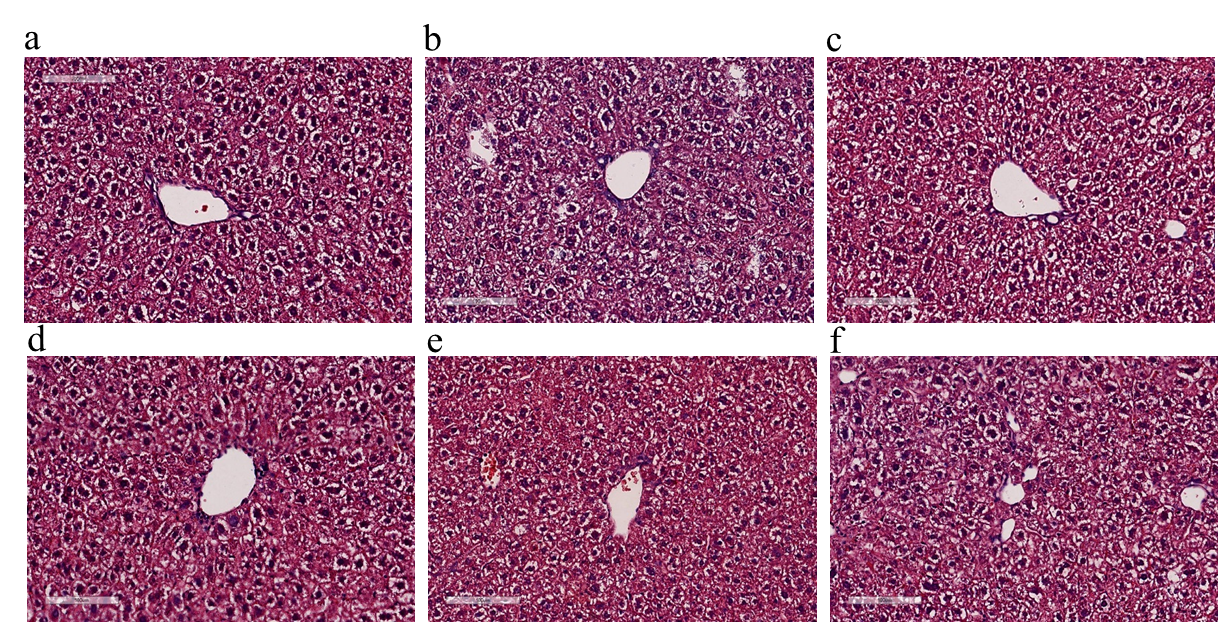

**Supplementary Figure 2. The fourth week HE staining results in PZH and Control group.** (a-c) Three HE staining results of PZH group. (d-f) Three HE staining results of Control group.

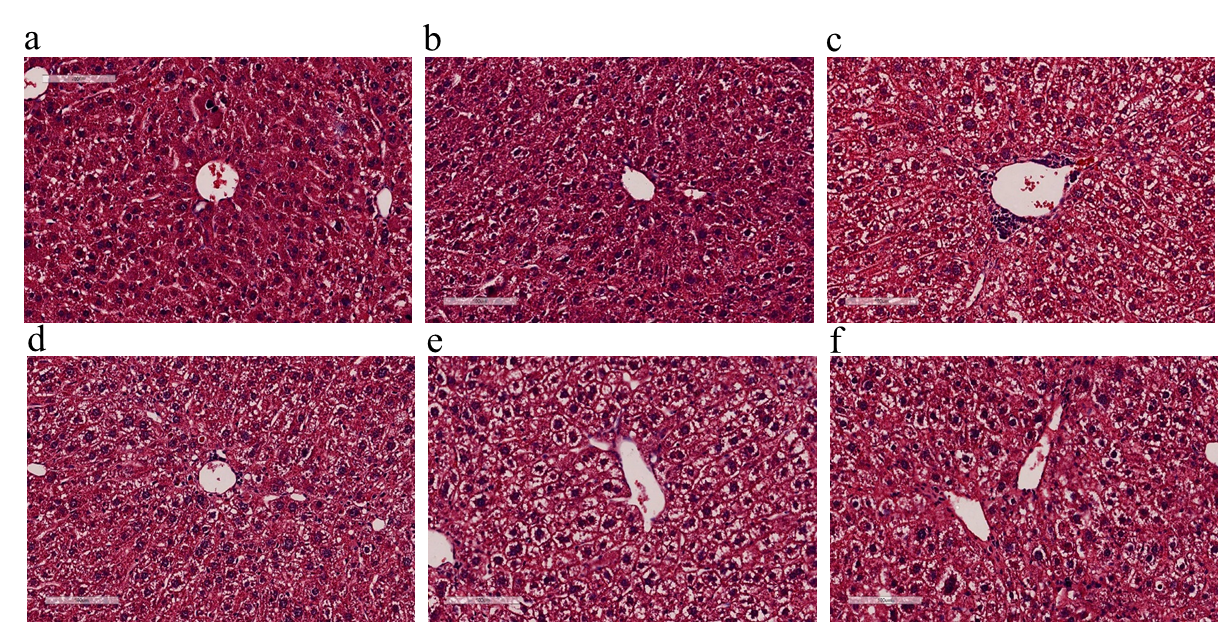

**Supplementary Figure 3. The sixth week HE staining results in PZH and Control group.** (a-c) Three HE staining results of PZH group. (d-f) Three HE staining results of Control group.

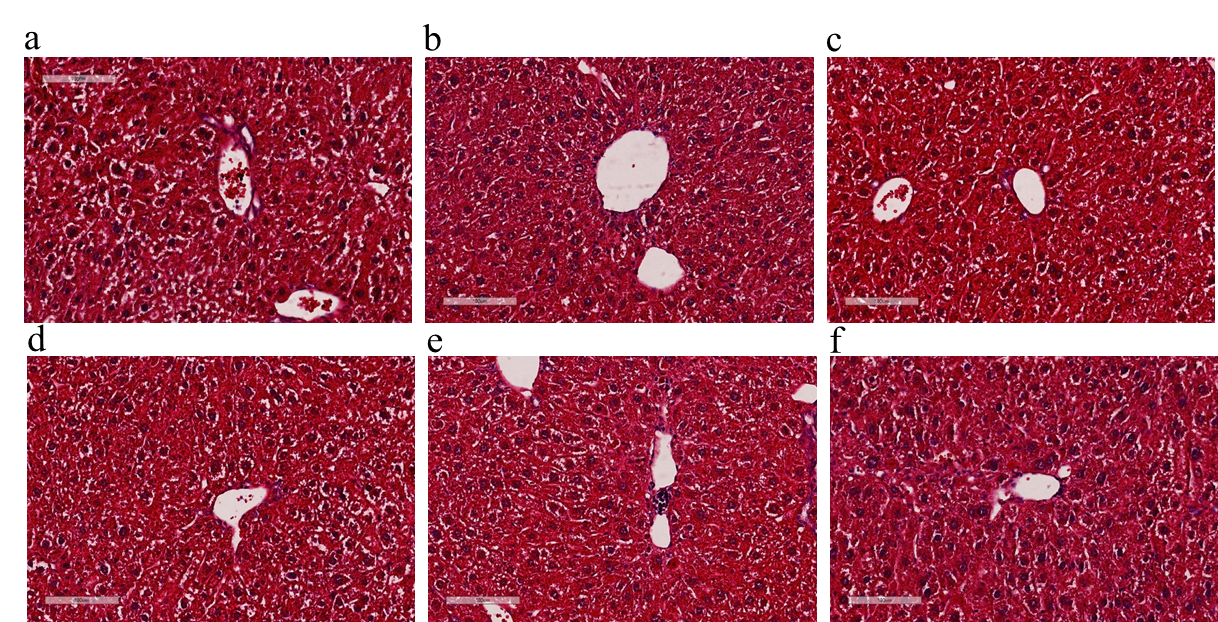

**Supplementary Figure 4.** **HE staining results of infiltrating** [**inflammatory**](javascript:;) [**cell**](javascript:;)**s from the hepatic fibrosis mice in the PZH and control groups at the time point of eighth week.**

(a-c) Three HE staining results of the PZH group. (d-f) Three HE staining results of the control group.

**
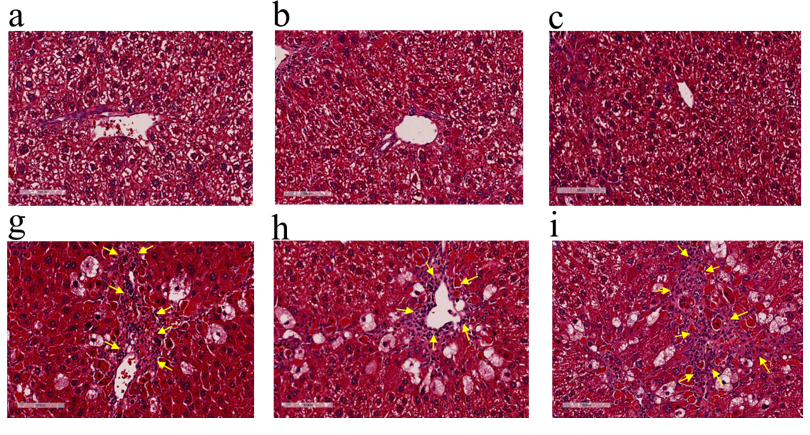
**

**Supplementary Figure 5. Masson dyeing results of the hepatic tissue from PZH and Control group in the second week.** (a-c) Three Masson dyeing results of PZH group. (d-f) Three Masson dyeing results of Control group.

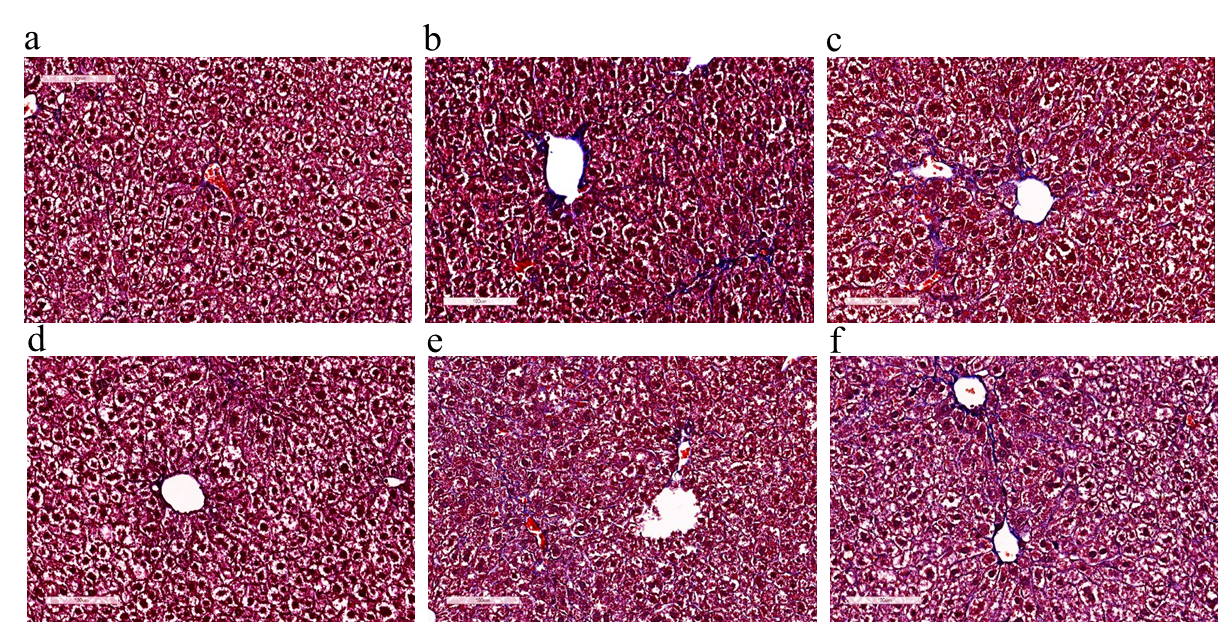

**Supplementary Figure 6. Masson dyeing results of the hepatic tissue from PZH and Control group in the fourth week.** (a-c) Three Masson dyeing results of PZH group. (d-f) Three Masson dyeing results of Control group.

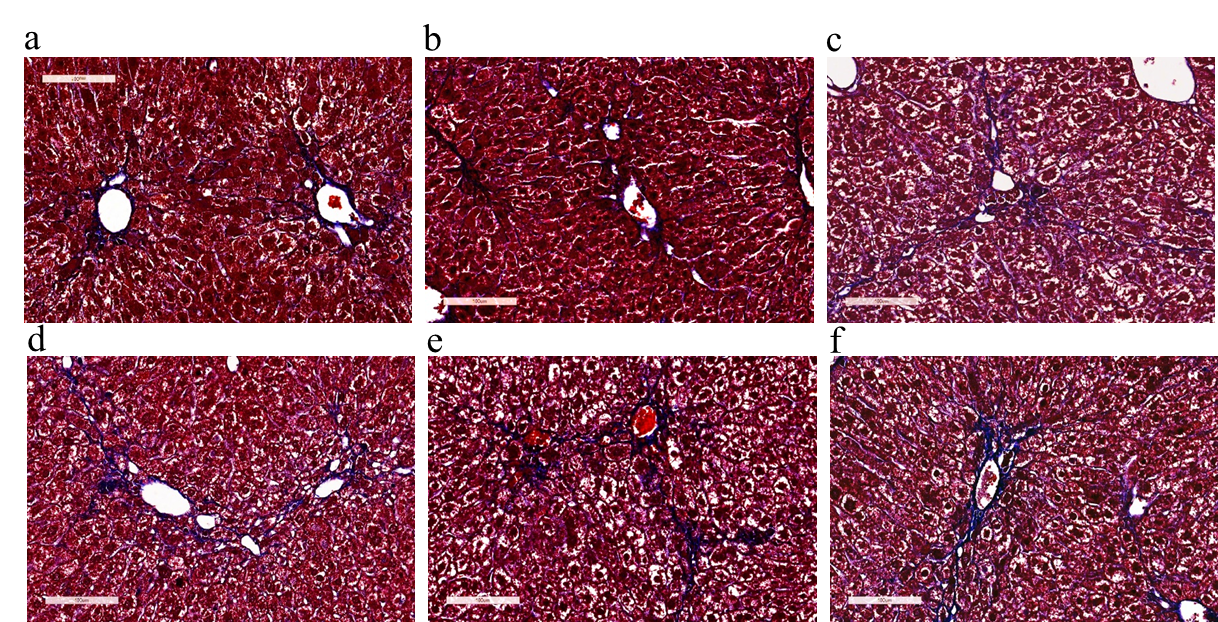

**Supplementary Figure 7. Masson dyeing results of the hepatic tissue from PZH and Control group in the sixth week.** (a-c) Three Masson dyeing results of PZH group. (d-f) Three Masson dyeing results of Control group.

**
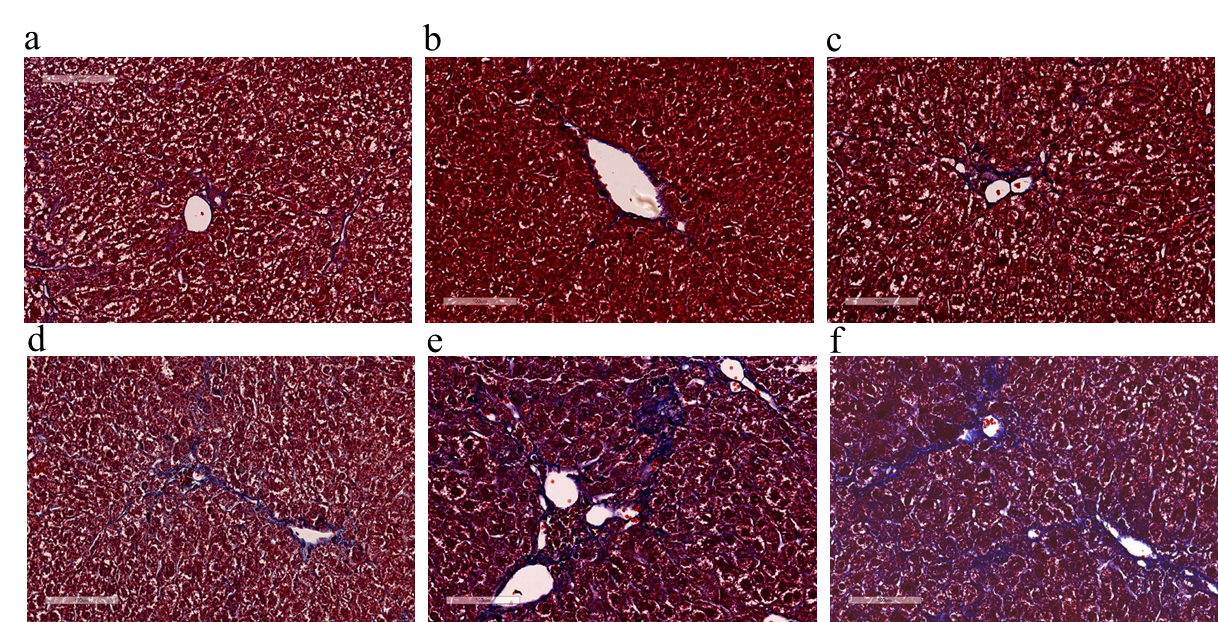
**

**Supplementary Figure 8.** **Masson staining results of hepatic tissue from the PZH and control groups at the time point of eighth week.**

(a-c) Masson staining results of the three samples in the PZH group. (d-f) Masson staining results of the three samples in the control group.

**
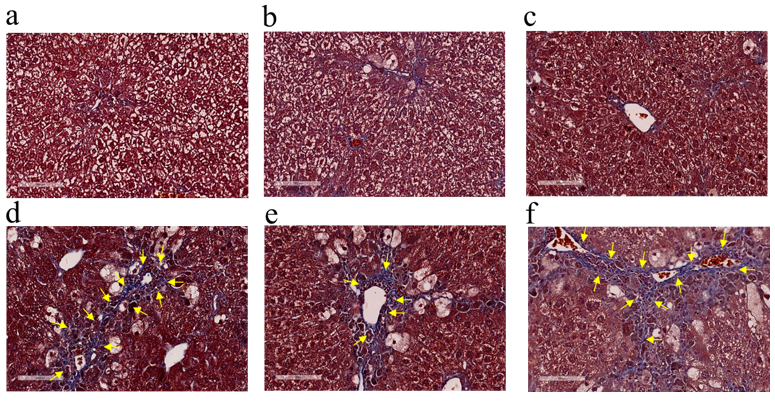
**

**Supplementary Figure 9. The results of RIN number and 28S:18S value for each sample.** (a) RIN number of each sample, x axis are the names of samples and y axis is the RIN number. (b) 28S:18S value of each sample, x axis are the names of samples and y axis is the 28S:18S number.

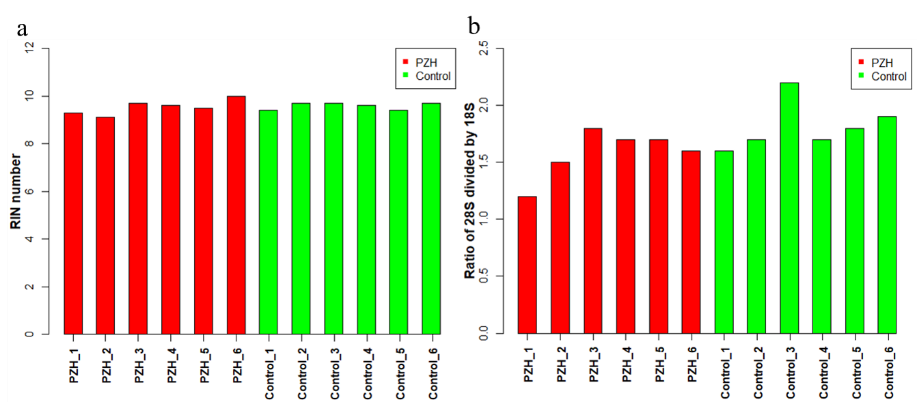

**Supplementary Figure 10. The results of Sequence quality and Mapping ratio for each sample.** (a) Sequence quality check. X axis is the base position of the reads, and y axis is the sequence quality. (b) Mapping ratio of each sample to mouse reference genome, axis is the names of samples, and y axis is the mapping ratio.

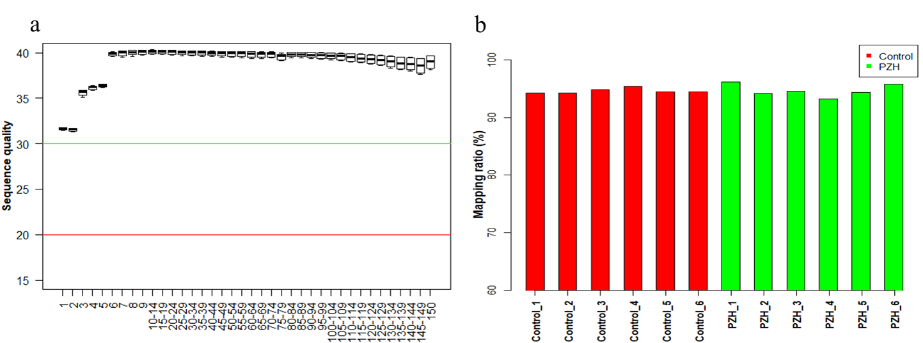

**Supplementary Figure 11. Analysis of network topology for soft threshold power.** (a) Shows the scale-free fit index (y-axis), and x axis is the soft-thresholding powers. (b) Shows the mean connectivity (y-axis), and x-axis is the soft-thresholding powers.

**Supplementary Table 1. The mice hepatic function indexes results including second, fourth, sixth weeks.**

**Supplementary Table 2. The eighth week mice hepatic function indexes results.**

**Supplementary Table 3. 905 differentially expressed protein coding transcripts.**

There are 18 columns in this excel table, and they are Ensembl transcript identification, transcript name, corresponding Ensembl gene id, corresponding gene name, log_2_(FPKM+1) expression value of 6 PZH samples and 6 Control groups, Log_2_(FC) value and *P* value, respectively.

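Each expression value in this table is log2(FPKM + 1) of the deposited FPKM of the mouse, and the largest difference between them over the listed transcripts was 0.0005. The log2 fold change is the mean of the 6 PZH values minus the mean of the 6 control values, so that a positive value is a higher level in the PZH group. The paper counts 905 transcripts, and 904 of them were read and used here. Of these 904 listed transcripts, 346 were higher and 558 lower in the PZH group in the deposited values. Limma with the 2-fold criterion and the unadjusted P threshold called 902 of the 904, and a further 64 transcripts outside these 904. The other 2 listed transcripts lay just under the fold criterion, the lowest with an absolute log2 fold change of 0.999984. The P values of the table differed by a median of 0.00048 on the log10 scale from those of a linear model with equal variances, and by a median of 0.53 from those of limma with variance moderation. Adjusted over the 904 listed transcripts alone, 904 had a limma P value below the threshold, and adjusted over all 29883 transcripts 788 did. The first number shows no stability, since the list was made from the same values.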

**Supplementary Table 4. 23 differentially expressed lncRNA transcripts.** There are 18 columns in this excel table, and they are Ensembl transcript identification, transcript name, corresponding Ensembl gene id, corresponding gene name, log_2_(FPKM+1) expression value of 6 PZH samples and 6 Control groups, Log_2_(FC) value and *P* value, respectively.

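The columns have the same meaning as those of Supplementary Table 3. Of the 23 listed lncRNA transcripts, 17 had a positive and 6 a negative log2 fold change, and all 23 were called by limma on the deposited values. Of the 1432 lncRNA transcripts in the deposited table, GENCODE M21 annotates 1275 as lincRNA and 144 as bidirectional promoter lncRNA.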

**Supplementary Table 5. Top 20 GO terms.** There are 4 columns in this excel table, and they are enriched GO terms, *P* value, corresponding gene counts and Ensembl transcripts identification, respectively.

**Supplementary Table 6. 16 important biological processes.** There are 4 columns in this excel table, and they are enriched GO terms, *P* value, corresponding gene counts and Ensembl transcripts identification, respectively.

**Supplementary Table 7. 138 differentially expressed proteins.** There are 3 columns in this excel table, and they are gene name, log_2_FC and *P* value, respectively.

**Supplementary Table 8.** The detailed information of mice body weight of each week.

# Supplementary material for: Target identification of hepatic fibrosis using Pien Tze Huang based on mRNA and lncRNA
**Source:** Sci Rep. 2021 Aug 20;11:16980. doi: 10.1038/s41598-021-96459-5
**Supplement:** Supplementary file 2 — Supplementary Tables.

**Supplementary Table 1. The mice hepatic function indexes results including second, fourth, sixth weeks.**

| Indices | Control group | | | PZH group | | | P value |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Second week |  |  |  |  |  |  |  |
| ALB (g/L) | 26 | 24 | 25 | 28 | 26 | 26 | 0.1332 |
| ALT (U/L) | 26 | 22 | 29 | 30 | 27 | 31 | 0.2107 |
| AST (U/L) | 91 | 56 | 109 | 86 | 98 | 153 | 0.3591 |
| Forth week |  |  |  |  |  |  |  |
| ALB (g/L) | 26 | 27 | 27 | 24 | 27 | 27 | 0.5813 |
| ALT (U/L) | 46 | 39 | 40 | 175 | 37 | 41 | 0.4461 |
| AST (U/L) | 84 | 84 | 67 | 181 | 81 | 78 | 0.4101 |
| Sixth week |  |  |  |  |  |  |  |
| ALB (g/L) | 24 | 26 | 26 | 27 | 26 | 28 | 0.1332 |
| ALT (U/L) | 88 | 83 | 91 | 73 | 82 | 79 | 0.0582 |
| AST (U/L) | 67 | 122 | 71 | 86 | 106 | 74 | 0.9266 |

**Supplementary Table 2. The eighth week mice hepatic function indexes results**

| indexes | Control group | | | | | | PZH group | | | | | | p value |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ALB (g/L) | 38 | 39 | 39 | 35 | 35 | 38 | 36 | 34 | 33 | 35 | 33 | 35 | 9.76E-03 |
| ALT (U/L) | 13750 | 7650 | 9585 | 11135 | 10890 | 9535 | 464 | 1830 | 1035 | 514 | 592 | 429 | 4.43E-05 |
| AST (U/L) | 7295 | 4650 | 5625 | 7050 | 6835 | 5935 | 412 | 715 | 356 | 307 | 285 | 414 | 2.45E-05 |

How the deposited data were processed for this re-analysis (not part of the article)

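Liver RNA of 6 mice of the PZH group and 6 mice of the control group, all given CCl_4_ and all killed in week 8, was sequenced by the authors as strand-specific libraries with reads of 150 bp. The authors trimmed the reads with Trimmomatic, mapped them with HISAT2 version 2.1.0 to GRCm38 and assembled transcripts with StringTie version 1.3.5 and the Ensembl release 95 annotation. The authors deposited 2 tables of FPKM per transcript and mouse, 1 for 29883 protein-coding and 1 for 1432 lncRNA transcripts. All 12 columns of each table were used, and each was assigned to its group by the group and number in its name.

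The FPKM values were used as deposited and put on the log2(FPKM + 1) scale, with no filter on low values. Differential expression between the groups was computed in R 4.3.3 with limma 3.58.1 with default variance moderation, separately for the 2 tables. As in the paper, a transcript was called at a 2-fold change (absolute log2 fold change of 1) with a P threshold of 0.05, and counts with Benjamini-Hochberg adjustment are given beside it. Gene values are the sum of the FPKM of the protein-coding transcripts of a gene, by the gene assignment of GENCODE M21, which held 29876 of the protein-coding and 1431 of the lncRNA transcripts. The remaining steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

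Single values per mouse were compared by exact permutation tests over the 924 labellings, all two-sided. Clustering used complete linkage on Euclidean distances. Correlations within a group used exact permutation over the 720 orders of 6 mice. The direction of GO term members was tested by Fisher's exact test. Sets of marker genes, listed in advance, were compared by the mean log2(gene FPKM + 1) of each mouse, beside 10000 random gene lists matched on mean expression. The named transcripts were fixed by a rule: every DET of a gene that the Discussion names, the 6 hub lncRNAs, the 5 largest rises and 5 largest falls among protein-coding DETs and the 2 of each among lncRNA DETs that passed the adjusted threshold without overlap between the groups, and the genes of the immune network of Fig. 7b. The transcripts of Dbp and AY036118 were named after their values were seen. Of the transcripts that the rule gave, 1 is not reported here.

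The alternatives were a pseudocount of 0.1, a mean FPKM of at least 1, division by a median-ratio scale factor per mouse, rescaling to an equal sum per mouse, no variance moderation, a mean-variance trend, 1 fit over both tables, the mouse number as a block, and each mouse left out in turn. The procedure was tested on simulated data, drawn from normal distributions with the control mean and the within-group SD of each transcript, with 200 protein-coding transcripts changed by 1.5 up or down on the log2 scale. These 200 were drawn only from transcripts with a control mean well above that of the typical transcript. At the adjusted threshold 86.5% of them were recovered, and 8 unchanged transcripts were called. The recovery therefore does not cover transcripts with low values.

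The depth implied by the smallest steps of the FPKM values was 26.8 to 42.8 M fragments per mouse. Counts were not recovered from the FPKM, so no counting interval was computed, and the precision of each value is given by the spread between mice. The enrichment of GO terms, the division into co-expression modules, the mass spectrometry data and the serum and staining data were not analysed here, apart from the log2 fold changes of Supplementary Table 7. Serum values were not matched to RNA samples.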

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

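The tests on single mice in this part were chosen only after the results were seen, and the marker gene sets were listed before. The gap of the most distant mouse from the nearest other mouse of its group, divided by the range of the group, was computed for 132 groups of 6 values, and 19 exceeded the critical value of Dixon's test at the 95% level, where chance gives 6.6. The values are not independent of each other, since several belong to the same mouse and the same kind of gene.

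PZH 3 lay far above the other PZH mice for Mmp9 (2.11 against 0.64 to 1.095, a gap of 0.689 of the range), S100a8 (6.27 against 2.25 to 3.19, 0.767), S100a9 (5.38 against 1.31 to 2.40, 0.732) and Ltf (2.965 against 0.22 to 0.69, 0.829), all on the log2(FPKM + 1) scale. The macrophage genes (5.04 against 4.41 to 4.57, 0.75) were also apart in this mouse. A candidate explanation is more neutrophil RNA in this liver. Neutrophil genes that do not include these 4 were apart in the same mouse as well (2.54 against 0.85 to 1.32, a gap of 0.723 of the range), and lymphocyte genes were not. A mislabelled sample was set against the profile correlations of this mouse, which averaged 0.933 with the PZH mice and 0.911 with the control mice. All PZH mice had the same treatment, so the design gives no biological explanation to test. Without PZH 3, the log2 fold change of S100a8 was -0.89 (adjusted p = 0.0493), that of S100a9 was -0.85 (adjusted p = 0.0607), that of Mmp9 was -1.21, and that of Ltf was 0.35 (adjusted p = 0.00852), in the other direction.

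PZH 2 lay apart from the other PZH mice, on the side of the control mice, for transcripts of Adamts1 (2.485 against 1.91 to 2.10, a gap of 0.6665), Wincr1 (0.48 against 0 to 0.08, 0.828) and Upp2 (ENSMUST00000229923, 3.61 against 6.14 to 6.57, 0.854). A liver nearer to the control livers over the whole profile may account for this. The lncRNA profile of PZH 2 had a mean correlation of 0.918 with the control mice, where the other PZH mice had 0.879 to 0.887. Whether this reflects the treatment, the injury or the sample was not tested. For this Upp2 transcript, reads assigned to another transcript of the gene would leave the sum over the gene unremarkable, but PZH 2 was apart for the sum too, with a gap of 0.705.

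PZH 1 had the highest implied depth of the PZH mice (42.8 M fragments against 27.6 to 32.8 M, a gap of 0.658). It also lay apart for BC024386 (3.53 against 3.89 to 4.01, 0.7465), the Coq8a transcript (1.82 against 4.16 to 5.27, 0.679) and Ifit1 (2.39 against 1.67 to 1.91, 0.66). For Coq8a, reads assigned to another transcript of the gene remain an explanation, since the gap of PZH 1 was 0 for the sum over the listed transcripts of Coq8a. The same holds for the Upp2 transcript ENSMUST00000230627 in control 4 (1.30 against 0 to 0.07, 0.948), with a gap of 0 for the sum over the listed transcripts of Upp2. No test linked the depth of PZH 1 to its other values.

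The other distant values were Gm5524 in control 1 (1.05 against 1.86 to 2.27, 0.667), Hc in control 6 (7.43 against 7.71 to 7.84, 0.691) and Fgg in PZH 5 (10.11 against 10.25 to 10.32, 0.667). The mean protein-coding correlation of control 3 with its group was 0.9295 against 0.933 to 0.934 (a gap of 0.69), and the mean lncRNA correlation of PZH 4 with its group was 0.949 against 0.938 to 0.942 (0.6254). No explanation of these was tested.

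The paper gives no result for cell-cycle genes as a set, and these were higher in the PZH group by 0.67 on the log2 scale (exact permutation test, p = 0.0022, adjusted p = 0.00402 over 13 sets). All 15 genes were higher, and every PZH mouse (1.32 to 1.82) was above every control mouse (0.766 to 0.956). The levels are low, with an FPKM of 3.45 ± 1.40 (SD, n = 6) for Top2a in the PZH group and 0.880 ± 0.275 in the control group. The composition of the libraries does not account for the direction, since the difference was 0.76 with a median-ratio scale factor and 1.37 with a pseudocount of 0.1. More dividing cells in the PZH livers may explain it, as may any other difference between the groups in handling, for which the labels give no test.

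Hepatocyte genes of both zones of the liver lobule were higher in the PZH group, pericentral genes by 0.70 (7 of 8 genes) and periportal genes by 0.50 (9 of 10 genes), each with an exact permutation p of 0.0022 and an adjusted p of 0.00402, and every PZH mouse was above every control mouse. With a median-ratio scale factor the differences were 0.85 and 0.68, and with a pseudocount of 0.1 they were 0.77 and 0.51. A larger share of hepatocyte RNA, or less injured hepatocytes, could give this pattern. A larger share alone would raise these genes alike, but they changed unevenly. Periportal Hsd17b13 changed by 0.03 (SE 0.10) and Cyp2f2 by 0.06 (SE 0.10), against 0.85 (SE 0.14) for Cps1 and 1.00 (SE 0.16) for Ass1. Pericentral Glul changed by 0.32 (SE 0.16) and Cyp1a2 by 2.00 (SE 0.26). For these genes the values argue against a larger share as the only source. A larger share beside less injury is not excluded.

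Clock genes of the Per and Rev-erb phase were higher in the PZH group by 0.75 (exact permutation test, p = 0.00433, adjusted p = 0.00625, 8 of 9 genes higher), and clock genes of the Bmal1 phase were lower, by -0.72 (p = 0.0022, adjusted p = 0.00402, 5 of 5 genes lower). Under the median-ratio scale factor they were 0.88 and -0.58. If the groups were sacrificed at different times of day, the 2 phases would move in opposite directions, as they did. The pattern cannot be told apart from this explanation, since the labels and the paper give no time of day. An effect of the treatment on the clock remains a hypothesis. The Dbp transcript ENSMUST00000080885, chosen after its values were seen, had an FPKM of 15.1 ± 4.46 (SD, n = 6) in the PZH group and 1.51 ± 0.860 in the control group.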

How the results depend on the processing

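The alternatives were fixed before the data were examined, apart from the median-ratio scale factor for the medians and the alternatives for the share of variance, which were chosen after seeing the data.

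A pseudocount of 0.1 gave 2981 protein-coding DETs (1979 with adjustment), 209 lncRNA DETs (183 with adjustment) and 1317 genes, against 966, 786, 23, 23 and 570. Rescaling to an equal sum gave 1891 and 1445 protein-coding and 79 and 76 lncRNA DETs. These 2 settings included 930 and 946 of the 966. The rescaling multiplies the values before the pseudocount of 1 is added, so that it also acts as a smaller pseudocount. Whether this accounts for its counts was not tested. The other settings stayed within 886 and 1100 protein-coding DETs. With a median-ratio scale factor 42.1% of the 932 DETs were lower, against 61.5%.

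Across the 12 fits that each left out 1 mouse, there were 886 to 1100 protein-coding DETs (698 to 914 with adjustment) and 21 to 31 lncRNA DETs (20 to 30 with adjustment), and 809 to 898 of the 966 were called again. With the mouse number as a block there were 976 and 723 protein-coding DETs, 23 and 21 lncRNA DETs and 576 genes. Same-numbered mice are different animals, and the mean correlation of their deviations was 0.00869, so the number carries no pairing.

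The group difference of the protein-coding median was -0.00583 (exact permutation test, p = 0.288) with a median-ratio scale factor, and that of the lncRNA median was 0.0664 (p = 0.0022), while at the 75th percentile the lncRNA difference was 0.0686 (p = 0.0238). The scale factor sets the typical transcript equal between mice, which removes most of the protein-coding difference by construction. It moved the median log2 fold change of all genes from -0.11 to -0.01.

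By Spearman's rho the median absolute correlations of hub pairs over 12 mice were 0.916 (blue), 0.923 (brown) and 0.909 (turquoise), and 0 of the 12 within-group tests of the hub lncRNAs passed the adjustment, against 6 by Pearson's r. At an unadjusted p below the threshold 6 passed by rho and 8 by r. With 6 mice the ranks take few values, and 4 of the 12 adjusted values were exactly at the threshold. The correlation of 1700007F19Rik in the PZH group reversed to 0.14 by rho. The difference in macrophage genes reversed to 0.0271 (adjusted p = 0.840, and 0.242 to 0.840 over its alternatives) with a median-ratio scale factor, and neither value passed the test. The scale factor raised other sets by a like amount, and less the median of all genes the macrophage value was -0.03 before and 0.04 after it. For 1700007F19Rik, r in the PZH group changed from -0.203 to 0.5997 without the 2 farthest mice of the group. Its negative sign by Pearson's r thus rests on those mice. Why they lie apart was not tested.

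Of 216 values of the named transcripts under the other settings 212 kept their direction and their side of the adjusted P threshold, 3 became weaker and 1 stronger. This count leaves out the 2-fold criterion, under which the transcripts of Mmp9 (-0.89) and Thbd (-0.96) fell short with a median-ratio scale factor. The weaker ones were a Timp1 transcript (ENSMUST00000009530) and the Mmp12 transcript. The Serpinh1 transcript ENSMUST00000208119 passed the adjustment only with the mouse number as a block, without a change in its log2 fold change (adjusted p = 0.0296, with 0.0296 to 0.17 over the alternatives and the fits that left out 1 mouse). Of 76 values of the immune-network genes 2 became stronger. By the sign of the summed FPKM of the gene all 36 GO terms kept both. The median-ratio scale factor shifts the values by less than any listed transcript would need to change sign, so it is no test of these terms. The clustering left 0 mice outside their group in all settings run. The depth was not given as counts, so it is not known which of the values near 0 a deeper library would change.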

Differences from the paper's values

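The paper reports 347 downregulated protein-coding transcripts, and 594 were lower in the PZH group here. Of the alternatives set before the data were examined, only the median-ratio scale factor, with 392, came within 1.5 times the paper's number. The others, with the fits that left out 1 mouse, gave 539 to 1911. Without variance moderation 347 transcripts were higher and 556 lower, which is near the paper's 2 numbers with the directions exchanged. The paper reports 558 upregulated protein-coding transcripts, and 372 were higher here, with 540 under the median-ratio scale factor and 604 with rescaling to an equal sum.

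The paper reports 6 upregulated and 17 downregulated lncRNA transcripts, and here 17 were higher and 6 were lower in the PZH group. None of the alternatives set before the data were examined closed the gap for the upregulated number, with 15 to 140, or for the downregulated number, with 4 to 69. By the sign of their log2 fold changes, the paper's own list in Supplementary Table 4 holds 17 higher and 6 lower lncRNA transcripts. Of the 905 protein-coding transcripts of Supplementary Table 3, 904 were read here, with 346 higher and 558 lower. The deposited values gave the same numbers for these listed transcripts. The directions in the paper's text are thus opposite to those of its tables, and how near another setting comes to the numbers in the text does not bear on this.

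The paper gives a lowest absolute correlation of 0.90 for the brown and 0.93 for the turquoise hubs, and here the values were 0.93 and 0.90. With a pseudocount of 0.1 the brown value was 0.90. For turquoise no alternative closed the gap, with 0.85 at a pseudocount of 0.1 and 0.75 by Spearman's rho, and the brown value by rho was 0.76.

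The paper reports no significant change in the overall level of protein-coding transcripts, while the median differed here by -0.0917 between the groups (exact permutation test, p = 0.0065). With a median-ratio scale factor, chosen after seeing the values, it did not differ (-0.00583, exact permutation test, p = 0.288). The paper states that PZH enhances immune system processes, while 16 of the 20 listed transcripts of positive regulation of immune system process were lower in the PZH group. These are the first 20 of 53 members, and their direction did not differ from that of the other DETs (Fisher's exact test, adjusted p = 0.173). Most DETs were lower, a majority that reversed with a median-ratio scale factor, and the terms were not tested against DETs called with that factor. For immune system process 8 were higher and 12 lower (adjusted p = 1). Among the terms with all members listed, the direction did differ from that of the other DETs for positive regulation of leukocyte chemotaxis, with all 14 lower (adjusted p = 0.00431), and for cellular response to interleukin-1, with 17 of 19 lower (adjusted p = 0.0378). The paper lists a Serpinh1 transcript (ENSMUST00000208119) among its DETs by the unadjusted P value, and its adjusted p was 0.0949 here.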

Other observations

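The tests in this part were written down before their results were seen. Transcripts named here outside the rule for named transcripts were chosen after their values were seen.

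The 12 mice were also split into 6 and 6 in other ways. Among the 32 splits that part all same-numbered mice, 1 gave as many protein-coding DETs as the real one (the real one itself), and the same held for protein-coding DETs at the adjusted threshold (1 of 32), lncRNA DETs (1 of 32), lncRNA DETs at the adjusted threshold (1 of 32) and genes (1 of 32). The next largest numbers were 588, 245, 12, 10 and 322, each in a split that kept 5 PZH mice together. A further 68 splits, drawn at random from those that part fewer of the same-numbered mice, gave at most 232, 4, 3, 1 and 78. Splits that kept 5 PZH mice together were rarer among these 68, so their lower numbers do not bear on the numbering.

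Many DETs are single transcripts of genes with several, so reads shared between transcripts and their assignment could account for them. Of the 966 protein-coding DETs, 64.7% belonged to a gene whose summed FPKM was called in the same direction, the share that the test set as its measure. For the 261 DETs of genes with 1 listed transcript this holds by construction. Among the 705 DETs of genes with more than 1, 51.6% belonged to such a gene and 341 did not, though the call also asks for a 2-fold change. For 839 of the 966 the gene sum changed in the same direction with an adjusted P value below the threshold, so for most DETs the direction does not rest on the assignment between transcripts of 1 gene alone, while the size may. There were 40 whose gene sum changed in the opposite direction, and 25 genes had DETs in both directions. The Suclg2 transcript ENSMUST00000079847, with a log2 fold change of -3.24, and the sum of its gene, with -0.14, are an example.

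A few transcripts took more of the FPKM in the PZH group. The Alb transcript took 10.8% ± 1.20 (SD, n = 6) against 7.03% ± 1.12 (exact permutation test, p = 0.0022) and the 10 highest transcripts 24.4% against 19.5% (p = 0.0022). The composition of the libraries may therefore shift the direction of DETs. With a median-ratio scale factor the share of DETs that were lower moved by 19.4 percentage points, so the predominance of lower DETs depends on this setting. The AY036118 transcript ENSMUST00000200021, listed as a lncRNA, took 2.02% ± 1.13 in the PZH group and 0.648% ± 0.612 in the control group (exact permutation test, p = 0.0346), with overlap between the groups.

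Fewer fibrogenic cells in the PZH livers would lower both matrix and stellate cell genes. Stellate cell genes were lower by -0.45 (exact permutation test, p = 0.00433, adjusted p = 0.00625, 7 of 8 genes), but matrix genes differed by 0.11 (p = 0.450, 12 of 16 genes higher). With a median-ratio scale factor the differences were -0.32 and 0.27. Acta2 and Tagln changed by -0.92 and -1.38, and Col1a1 by 0.18 (adjusted p = 0.556, and 0.347 as log2 fold change with a median-ratio scale factor). Not all genes of a set moved alike. Of the matrix genes Col3a1 (0.62, adjusted p = 0.0146) and Lum (0.72, adjusted p = 0.00538) were higher and Lox (-0.57, adjusted p = 0.00752) and Loxl2 (-0.46, adjusted p = 0.0118) lower. Of the stellate cell genes only Acta2, Tagln and Des (-0.47, adjusted p = 0.00685) passed. Myl9 (-0.34, adjusted p = 0.0763), Pdgfrb (-0.32, adjusted p = 0.113), Vim (-0.16, adjusted p = 0.346), Cnn1 (-0.10, adjusted p = 0.519) and Pdgfra (0.07, adjusted p = 0.674) did not. The 2 sets did not move together, so a lower number of these cells alone is not what these values show at week 8.

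Fewer immune cells in the PZH livers were considered for the lower transcripts in immune terms. Macrophage genes differed by -0.14 (exact permutation test, p = 0.249), lymphocyte genes by 0.01 (p = 0.775) and neutrophil genes by 0.08 (p = 0.944), none beyond the spread between mice. The set means hide opposite moves. Marco (-2.21, adjusted p = 0.000703), Itgam (-0.87), Ly6c2 (-0.66), Cd68 (-0.32), Cxcr2 (-0.66, adjusted p = 0.0029) and Csf3r (-0.64) were lower, and Vsig4 (0.57), Clec4f (0.60) and Csf1r (0.38) were higher. The neutrophil mean also holds the distant value of PZH 3. Acute-phase genes were lower by -1.22 (12 of 12 genes), interferon-stimulated genes by -0.64 (10 of 11) and stress-response genes by -1.5 (10 of 10), each with an exact permutation p of 0.0022 and an adjusted p of 0.00402. Under the median-ratio scale factor these were -1.05, -0.51 and -1.34. Lower inflammatory signalling and injury may be an explanation, which remains a hypothesis, and a change in the number of some immune cells is not excluded by these means. The spread of the acute-phase genes was 0.0745 (SD, n = 6) in the PZH group and 0.801 in the control group.

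The log2 fold changes of the DEPs in Supplementary Table 7, which are the paper's, were set beside the gene-level values of the RNA. Of 138 proteins 131 were matched, and 58.0% had the same sign as the RNA (76 of 131, Wilson 95% interval 49.5 to 66.1), so a table signed the opposite way is not what the values show, although the interval includes an even split. It was 65.6% (57.2 to 73.2) with a median-ratio scale factor. Across genes, which are not replicates, Pearson's r was 0.501. Among the 78 genes with an RNA adjusted P value below the threshold 70.5% had the same sign. Of the 11 genes of the immune network in Fig. 7b, Ltf had an RNA log2 fold change of 0.77 (adjusted p = 0.116) and a protein value of -0.67 in the paper. S100a8 had an RNA value of -0.31 and a protein value of -1.06 in the paper. The RNA of Lcn2 (-2.06), Sqstm1 (-1.42), Fga (-1.31), Fgb (-1.17), Fgg (-1.17) and Ifit1 (-1.05) was lower, as were the paper's protein values. That of Hc was higher (0.30, adjusted p = 0.00426), with a protein value of 0.59 in the paper, and Ptms had 0.86 (adjusted p = 0.128) with 0.29. S100a9 had -0.26 (adjusted p = 0.758) with -0.97.

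The difference between the groups could carry the correlation between hub lncRNAs and hub mRNAs, since both differ between the groups. The median absolute correlation of hub pairs in the brown module was 0.77 in the PZH mice and 0.75 in the control mice, against 0.973 over 12 mice, which just met the criterion of the test, a pooled median above that of each group by more than 0.2. In the blue module it was 0.60 in the PZH mice and 0.87 in the control mice, and in the turquoise module 0.47 and 0.88. For these 2 modules the test cannot tell. In all 3 modules the pooled median was higher than within either group, and since every hub was without overlap between the groups this was largely fixed in advance, so the pooled values alone cannot be told apart from this explanation. These medians are over all hub pairs. Over the pairs of a lncRNA with an mRNA alone, 94 in blue and 96 in each of the others, they were 0.640 in the PZH mice and 0.880 in the control mice for blue, 0.803 and 0.716 for brown, and 0.447 and 0.824 for turquoise, against 0.954 to 0.972 over 12 mice. Within 1 group no difference between the groups can act, and all these medians were above those of random pairs, 0.370 in the PZH mice and 0.351 in the control mice. Of the 12 tests of a hub lncRNA within 1 group 6 passed the adjustment by Pearson's r and 0 by Spearman's rho. The group difference is therefore not the only source of the correlation, although a correlation over 6 mice is imprecise and the hubs were picked for high correlation over these same mice.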
